# Exploring With Transcriptomic Approaches the Underlying Mechanisms of an Essential Oil-Based Phytogenic in the Small Intestine and Liver of Pigs

**DOI:** 10.3389/fvets.2021.650732

**Published:** 2021-08-11

**Authors:** Jeremy Le Coz, Suzana Ilic, Silvia Fibi-Smetana, Gerd Schatzmayr, Mathias Zaunschirm, Bertrand Grenier

**Keywords:** swine, RNA-Seq, essential oil, inflammation, oxidative stress, gene expression, antibiotic growth promoter

## Abstract

Phytogenics are plant-based feed additives utilized in animal nutrition to support animal growth and health. Worldwide restrictions and bans on the use of antibiotic growth promoters resulted in an increased demand for in-feed alternatives including phytogenics. However, several challenges remain for technology readiness in animal industry, especially regarding the standardization of the ingredients as well as our knowledge on the cellular mechanisms underlying their biological effects. In the present study, 32 weaned piglets were allocated for 28 days to four experimental diets, a control diet, a phytogenic feed additive (PFA) diet, or the same two diets but with the addition of oxidized oil (OO) at 10%. The last two diets aimed at evaluating the antioxidant properties of PFA. At the end of the trial, the ileum and the liver of the pigs were sampled, and RNA were isolated for profiling their transcriptome *via* RNA sequencing (RNA-Seq). In the ileum, the gene set enrichment analysis showed that the activity of several immune pathways (NF-kB, interferon α/β, antimicrobial peptide, and collagen pathways) was reduced in piglets fed PFA compared to the control piglets. As expected, the addition of OO induced strong effects on the liver transcriptome and most likely accounted for the significant growth impairment. The likelihood ratio test across the four diets revealed a global response driven by the oxidative stress challenge with hundreds of genes associated with fatty acid β-oxidation and peroxisome in the liver. The expression levels of those genes in the piglets fed OO+PFA were much less affected by the challenge. Collectively, the effects seen at day 28 suggest that substances in the PFA formulation provide anti-inflammatory and antioxidant properties. The use of RNA-Seq in animal nutrition allows exploring and deciphering novel mechanisms of natural growth promoters.

## Introduction

Young piglets are more susceptible to stressors than older pigs, including bacterial infections, intestinal inflammatory disorders, or oxidative stress. To maintain growth efficiency and animal health, antibiotic growth promoters (AGPs) have widely been used in the pig industry, especially in nurseries (1). However, the concern over antibiotic resistance and general consumer pressure have led to restrictions on the excessive use of AGPs, especially in the European Union with a ban on AGPs since 2006 (2–5). The past 10 years have seen the constant raise and demand for feed additives promoting growth and enhancing general health as alternatives to AGPs. These include probiotics, organic acids, phytogenics, prebiotics, enzymes, or antimicrobial peptides (6–8). Some have been successful in bridging the gap between technology concept and technology readiness for animal industry. This includes standardization of the ingredients, optimization of the formulation for minimal inclusion rate, or implementation of new feed technology such as encapsulation [e.g., for phytogenics (9)]. However, several challenges remain with these alternatives for ensuring the long-term sustainability of pig production (10, 11). There is a lack of information on their mechanism of action; some of these products lack consistency, and their efficacies may vary among farms and locations. To mitigate these challenges, manufacturers should provide analytical methods and robust published research to back their claims.

Feed phytogenics, also referred to as botanicals or phytochemicals, are plant-based feed additives utilized in animal nutrition. They are derived from herbs, spices, and extracts such as essential oils. Essential oils have been widely used over the centuries as traditional medicines to improve health or cure diseases in humans (12, 13). The presence of functional hydroxyl or alkyl groups from the phenolic compounds (e.g., carvacrol, thymol, and linalool) in essential oils is known to be responsible for their antimicrobial, anti-inflammatory, and antioxidant properties. The number of scientific reviews and studies on the use of essential oil and aromatic plants as feed additives in animal nutrition has exploded in the past 5 years. However, there is a thin line between a successful formula and a mere mixture of different components. The mechanism of action of phytochemicals is not clearly understood but may depend on the composition of the active ingredients in the product being used. In addition, it is difficult to ascertain in a blend of ingredients which exact component is responsible for which effect. To study and conclude on the mode of action of such feed additives, it is therefore essential to use standardized formulation, consistent sourcing, and manufacturing methods. The use of high-throughput technologies such as next-generation sequencing has now become a popular tool to understand the cellular mechanisms underlying the effects of biological compounds, such as the mode of action of phytogenics.

In the present study, RNA sequencing (RNA-Seq) was employed for investigating the transcriptome of piglets fed an essential oil-based phytogenic for 28 days. The effects on the global gene expression were first determined in the small intestine of the piglets in normal conditions in order to provide new data regarding the interaction of this phytogenic feed additive (PFA) with the intestinal host. Secondly, within the same experiment, an oxidative stress challenge was implemented *via* addition of oxidized oil (14) in order to evaluate the antioxidant capacity of the PFA. The efficacy of PFA to neutralize the effects was evaluated in the liver of the piglets by a second RNA-Seq analysis.

## Results

### Effect of PFA on Gene Patterns and Functions in the Ileum at Day 28

Read mapping with STAR aligner into the *Sus scrofa* genome assembly Sscrofa11.1 was high, ranging from 85.1 to 91.6% (with five piglets per group only from unchallenged groups; two groups; 10 samples). 

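Each of the 10 ileum libraries came from a different piglet, 5 fed the control diet and 5 fed PFA. The authors deposited, for each Ensembl gene of Sscrofa11.1, the number of read pairs that HTSeq counted on each gene after alignment, as whole numbers without normalization. Between 18889611 and 24338165 read pairs per control pig were counted on genes (median 20553593), and between 18772230 and 22961745 per PFA pig (median 20453667). These counts are the depth used here. The paper's Supplementary Table 4 lists between 27187745 and 33982789 input read pairs per ileum library, of which the paper gives between 85.1% and 91.6% as uniquely mapped. Read pairs assigned to no gene or to several genes were left out of the library sizes. Library sizes were scaled by the TMM method of edgeR, and the filter filterByExpr kept 14300 genes. Expression is given as CPM, counts scaled by these library sizes, with the SD over pigs. Pigs are named by a code for the diet (C for control, P for PFA, OO, and OP for OO + PFA) and their number in the library titles. PFA and control were compared with edgeR's quasi-likelihood test, two-sided, and p-values were adjusted by the Benjamini-Hochberg method over the genes kept. Counts were simulated from the means and library sizes of these pigs, with 200 genes changed at least 2-fold. In them the test called 148 changed and 8 unchanged genes. Recovery of genes with smaller changes was not tested. Symbols were found for 14857 of the genes in the files, and positions on Sscrofa11.1 for 13738.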

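No gene had both an adjusted p of at most 0.05 and a fold change above 2 between the PFA and control ileum, and the smallest adjusted p over all genes was 0.702 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05, 401 genes differed, where chance alone gives 715. The smallest p belonged to PRR15 (ENSSSCG00000016686, chromosome 18, 43181283 to 43184932), at 21.0 ± 2.39 CPM (SD, n = 5) with PFA and 33.6 ± 1.82 (SD, n = 5) in the control group. Its log2 fold change was -0.68 (standard error 0.11), or 1.60-fold lower. ANPEP (ENSSSCG00000001849, chromosome 7, 55351081 to 55373856) was at 6014 ± 609.8 CPM (SD, n = 5) with PFA and 8694 ± 719.6 (SD, n = 5) in the control group, 1.45-fold lower. For UCHL5 (ENSSSCG00000010802, chromosome 10, 725688 to 761633) the means were 86.1 ± 2.42 and 70.8 ± 2.45 CPM (SD, n = 5 each), 1.22-fold higher with PFA. In each of these 3 genes every PFA pig lay on one side of every control pig. NOTUM (ENSSSCG00000039013, chromosome 12, 1033814 to 1044412) was at 0.498 ± 0.226 CPM with PFA and 1.66 ± 0.463 in the control group (SD, n = 5 each), 3.27-fold lower, and control pig C-110 overlapped with the PFA pigs. Control pig C-110 was also the pig nearest to the PFA group for UCHL5. Of the alternatives tried, only DESeq2's Wald test moved the count, to 2 genes, NOTUM and ENSSSCG00000038068, of which the second was singled out after its values were seen. By DESeq2's adjusted p alone, 5 genes passed, PRR15, ANPEP, UCHL5, NOTUM and ENSSSCG00000038068.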

Using the standard cutoff values for RNA-Seq analysis (FDR ≤ 0.05, fold change > |2|), only four DEGs (differentially expressed genes) were found between the control and PFA groups (*PRR15, ANPEP, UCHL5*, and *NOTUM*). It seemed that one animal for the PFA group responded differently than the others to the treatment. 

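The deviation of each pig from the mean of its diet was computed in SDs for the 14300 genes kept, on CPM, and set against the critical value of 1.71. With 5 pigs per diet, the largest value this measure can take is 1.79, and normally distributed values would give 157 genes per pig. PFA pig P-134 was beyond the critical value in 1662 genes, 1496 of them above its diet and 166 below. The other PFA pigs were beyond it in 67 to 179 genes. In the control group, pig C-110 was beyond it in 484 genes and pig C-80 in 418, and the other control pigs in 58 to 131. On the log2 CPM scale the count of pig P-134 was 971, and in genes with a GC value correction for GC content lowered it from 1337 to 295, the largest move. Each gene's deviation from its mean over the 10 pigs was also set against its GC content. Pig P-134 had the steepest rise, at 0.37 log2 units per 10% GC. PFA pig P-138 had an equally steep fall, at -0.37, and was beyond the critical value in 179 genes only.

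**Figure D1:**
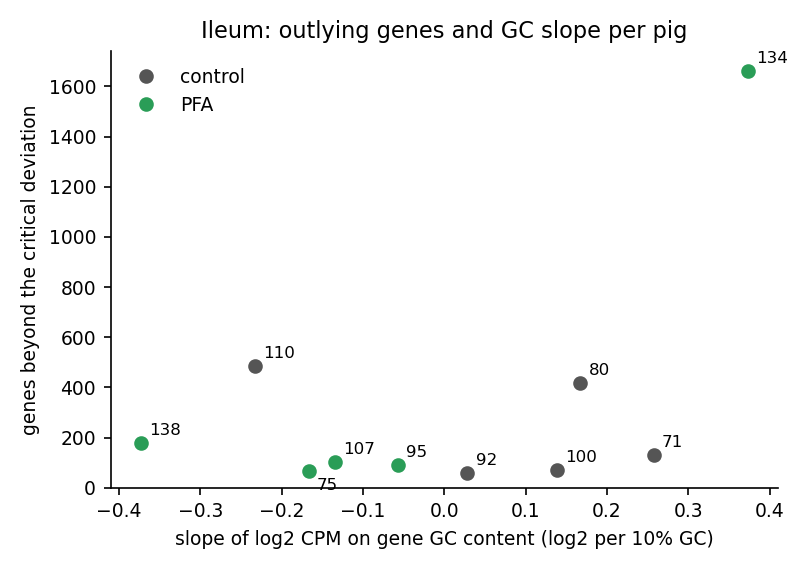
Number of genes beyond the critical deviation (y axis) against the slope of log2 CPM on gene GC content (x axis, log2 per 10% GC), one point per ileum pig. The slope is that of each gene's deviation from its mean over the ileum pigs. PFA pig P-134 has both the highest count and the highest slope.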

Analysis of data with Grubb's test substantiated this assumption for that pig, for which the critical outlier *Z*-value of 1.71 was exceeded in 1866 genes (this animal was still included in the final pathway analysis). Due to the limitations of functional analysis with a small list of DEGs, the gene set enrichment analysis (GSEA) was applied for this dataset, using the full dataset of genes. The gene sets and pathways significantly enriched in each phenotype (i.e., control or PFA; FDR ≤ 0.05) are listed in Supplementary Table 1. 

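The Reactome gene sets of the paper were not used here, and 12 lists of genes were tested in their place with camera on the edgeR fit, with a preset correlation between genes of 0.01, two-sided, adjusted by Benjamini-Hochberg over the 12 lists. Of 34 interferon-stimulated genes tested, 33 were lower with PFA, with a median log2 fold change of -0.38 (adjusted p = 3.41e-11, camera with Benjamini-Hochberg adjustment). Of 27 genes of the NF-kB pathway and its targets, 20 were lower and 7 higher, with a median of -0.15 (adjusted p = 9.59e-05, camera). The paper's core genes hold 13 of these interferon-stimulated genes and 6 of these NF-kB genes. Without them, 20 of 21 interferon-stimulated genes were lower (median -0.23), and 14 of 21 NF-kB genes were lower (median -0.07). Some other lists moved the other way: the medians were 0.20 for 21 genes of cholesterol synthesis (adjusted p = 5.94e-07), 0.11 for 33 proteasome subunits (adjusted p = 7.08e-05), 0.10 for 54 subunits of the respiratory chain (adjusted p = 1.34e-05) and 0.14 for 25 cell cycle genes (adjusted p = 0.00184, all from camera). In all, camera called 10 of the 12 lists. The choice of test moved this count most: with the correlation estimated for each list, or with fry, which permits correlation between genes, camera's calls were all lost and 0 lists passed (smallest adjusted p = 0.0735 and 0.180). No single gene of the lists passed when adjusted over all genes. Adjusted over the list alone, 1 NF-kB gene and 1 gene of cholesterol synthesis passed.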

GSEA showed that the activity of the following gene sets, interferon α/β signaling, TNFR1-induced-NF-κB signaling pathway, RHO GTPases activate NADPH oxidases, regulation of TNFR1 signaling, antimicrobial peptides, TRAF6-mediated IRF7 activation, collagen chain trimerization, interleukin 7 signaling, or collagen degradation, was reduced in the PFA group compared to the control group (FDR *p*-value <0.05). 

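For the 3 pathways drawn in Figure 1, the core genes that passed the filter on low counts were tested as lists, 24 for interferon signaling, 13 for TNFR1 signaling and 11 for collagen degradation. The study chose these genes on the same 10 pigs, so their direction is not independent evidence. All of them were lower with PFA, with median log2 fold changes of -0.35, -0.20 and -0.54. The adjusted p-values from camera with Benjamini-Hochberg adjustment were 1.81e-09, 1.16e-06 and 1.29e-08. Adjusted over the list alone, no gene passed for interferon signaling or collagen degradation, and 1 for TNFR1 signaling. The mean log2 CPM of the collagen degradation genes was 0.60 lower with PFA (exact permutation test, two-sided, p = 0.0397, adjusted p = 0.510 over 18 lists), and 5 of 5 PFA pigs lay below the control mean. For the interferon genes the mean was 0.46 lower (exact permutation test, two-sided, p = 0.159), with 5 of 5 PFA pigs below the control mean. For the TNFR1 genes it was 0.38 lower (exact permutation test, two-sided, p = 0.103), with 4 of 5.

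**Figure D2:**
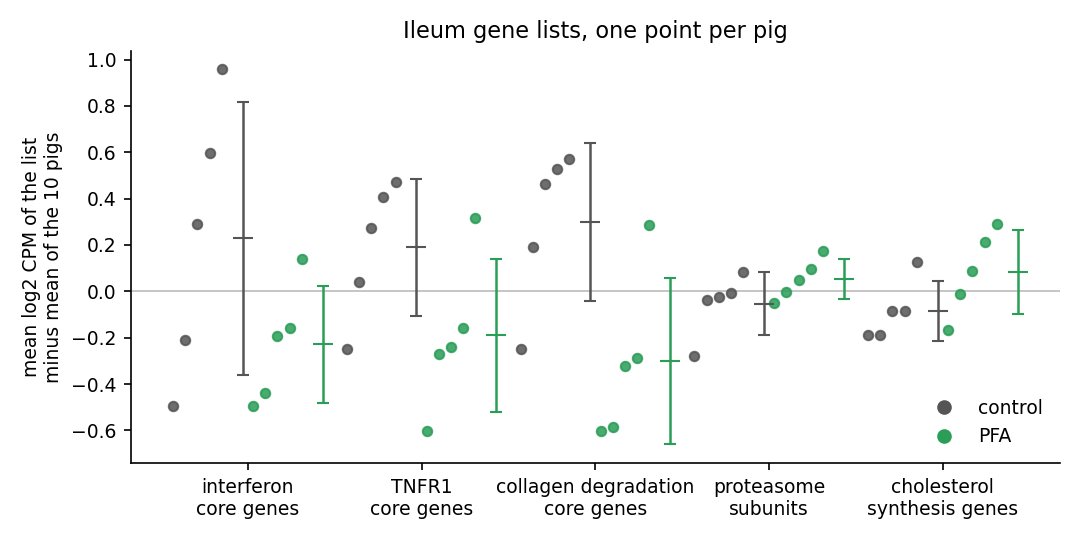
Mean log2 CPM of the genes of 5 lists per ileum pig, as the difference from the mean of the 10 pigs (y axis), for control and PFA pigs. Points are pigs, and the bars give the mean and SD of each diet. PFA pigs and control pigs overlap in every list shown.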

Figure 1 shows three of those enriched pathways (with normalized enrichment scores ranging between 1.69 and 2.34) and the respective gene sets found in the core enrichment. Interestingly, pathways related to collagen assembly, degradation of the extracellular matrix, and chemokine receptor bind chemokines were also found to be overrepresented when using a list of downregulated genes by PFA issued with less strict RNA-Seq cutoff values (unadjusted *p*-value ≤ 0.05, fold change > 1.5 or < −1.5; data not shown; Reactome pathway database was used for the overrepresentation analysis).

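At an unadjusted p of at most 0.05 and a fold change above 1.5, 114 genes were lower and 34 were higher with PFA in the ileum. Enrichment of Reactome pathways in these genes was not analysed here.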

**Figure 1:**
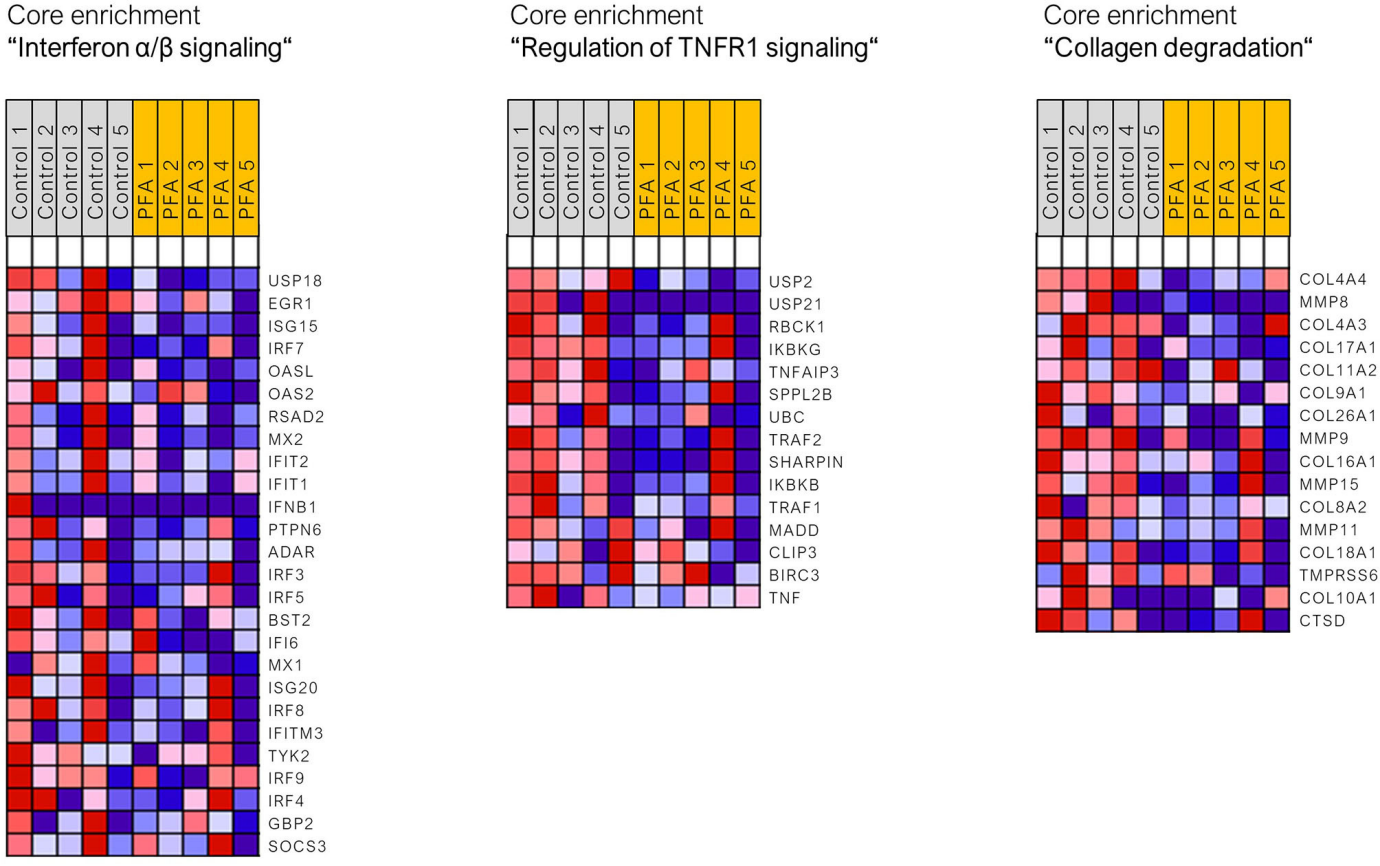
Heat map of the genes found in the core enrichment for the respective signaling pathways. Expression values are represented as colors, where the range of colors (red, pink, light blue, and dark blue) shows the range of expression values (high, moderate, low, and lowest).

Confirmation of sequencing results is typically done by qPCR on a few genes. Five genes (*CCL20, IRF7, TOLLIP, TRAF2*, and *GSDMD*) were selected and quantified in the same ileum samples by qPCR. 

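In the ileum counts, CCL20 (ENSSSCG00000016254, chromosome 15, 129172743 to 129176069) was at 4.41 ± 2.13 CPM (SD, n = 5) with PFA and 19.3 ± 19.6 (SD, n = 5) in the control group, with a log2 fold change of -2.13 (standard error 0.61). Control pig C-71 alone was at 53.6 CPM, and the PFA and control pigs did not overlap. IRF7 (ENSSSCG00000012853, chromosome 2, 372235 to 375572) was at 15.0 ± 11.2 CPM with PFA and 36.0 ± 25.0 in the control group (SD, n = 5 each), a log2 fold change of -1.26 (standard error 0.58). TRAF2 (ENSSSCG00000005838, without a chromosome in the annotation) had a log2 fold change of -0.72 (standard error 0.67), TOLLIP (ENSSSCG00000033033, chromosome 2, 852198 to 864337) of -0.47 (standard error 0.67) and GSDMD (ENSSSCG00000006955, chromosome 4, 995753 to 1001964) of -0.37 (standard error 0.59). All 5 adjusted p-values were 0.991 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In IRF7, TRAF2, TOLLIP and GSDMD, PFA pig P-134 was the highest of the PFA pigs, at 34.4, 20.1, 9.68 and 66.5 CPM.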

The five genes were selected based on their occurrence in the enriched pathways in GSEA, as well as on their fold changes. The correlation analysis (X, Y pairs) between fold changes observed in RNA-Seq and in qPCR showed a Pearson correlation coefficient of *r* = 0.89 (*p* = 0.038).

### Effect of PFA and Oxidized Oil Challenge on Gene Patterns and Functions in the Liver at Day 28

For the 24 RNA-Seq paired-end libraries issued from the liver samples (with six piglets per group from unchallenged and challenged groups; four groups; 24 samples), reads mapping to the reference pig genome ranged from 79.3 to 90.8%, except for one animal with 65.2%. This sample, from the OO + PFA group, was excluded from the RNA-Seq analysis due to suspicion of RNA degradation observed during read quality control (C bias in the base distribution, heavy polyA tail selection, and the lowest percentage of mapped reads).

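The liver counts were made by the authors in the same way as the ileum counts, as read pairs per gene without normalization, for 24 piglets, 6 per diet. Between 23109323 and 42092064 read pairs per pig were counted on genes in the control group (median 31434121), between 24478611 and 42446834 with PFA (median 28237193), between 19839171 and 41469893 with OO (median 25093165) and between 18738055 and 31252476 with OO + PFA (median 24886730). The paper's Supplementary Table 4 lists between 28035919 and 63351325 input read pairs per liver library. The library titles take 2 forms, PigLiv and PL, and both occur in every diet, with 4 PigLiv and 2 PL libraries in the control and OO + PFA groups and 3 of each in the PFA and OO groups. The 23 libraries without the pig that the paper left out were fitted together, so that all diets shared one estimate of the spread, and filterByExpr kept 13831 genes. Comparisons between diets were contrasts in this fit. In simulated counts with 200 genes changed at least 2-fold in OO, 158 changed and 4 unchanged genes were called for OO against control. For PFA against control none was called.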

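The OO + PFA pig left out is pig OP-77, for which the paper's Supplementary Table 4 gives 65.4% uniquely mapped reads. In its counts, 48.3% of the read pairs on genes belonged to its 10 most abundant genes, against 23.8% to 26.8% in the other OO + PFA pigs. For every 100 read pairs counted on genes, HTSeq set aside 36.6 with several alignments, against 3.74 to 5.77 in the other OO + PFA pigs. Its library had 18738055 read pairs on genes, the lowest of the liver libraries, and 15899 genes with at least 1 count.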

Considering all four groups were analyzed (unlike the ileum analysis), the LRT approach was preferred to the pairwise comparison and revealed significant changes in the expression of 2,762 genes across all experimental diets. 

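An F-test over the 4 diets in edgeR's quasi-likelihood fit, with Benjamini-Hochberg adjustment, called 506 genes at an adjusted p of at most 0.05, and 3483 genes had an unadjusted p under 0.05. At an adjusted p of at most 0.1, the threshold of the paper's clustering, 1410 genes passed. DESeq2's likelihood ratio test moved the count most, to 1787 genes at an adjusted p of at most 0.05 and 2750 at 0.1. Leaving out OO pig OO-97 gave 1450 genes, and leaving out control pig C-85 gave 297.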

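The diet means of the variance-stabilized values of the 1410 genes were grouped by divisive clustering on the Kendall distance, as in degPatterns. This gave 8 clusters of at least 15 genes, with 16 to 643 genes each. The largest cluster, of 643 genes, had its highest mean in OO + PFA (1.23 SDs above the mean of each gene) and its second highest in OO (0.24).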

From this list of genes, six gene clusters exhibiting similar gene expression pattern in each of the four groups were identified. Among them, the cluster 1 showed that the expression of 279 genes was strongly increased in the piglets fed OO, and partly reduced when fed OO + PFA (Figure 2A). 

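The cluster whose mean was highest in OO and second highest in OO + PFA held 205 genes. Its mean values, centered and scaled for each gene, were 1.11 in OO, 0.44 in OO + PFA, -0.74 in control and -0.81 in PFA. Starting from the genes of DESeq2's likelihood ratio test, the cluster held 280 genes, 204 of them among the 205. With the form of the library title removed from the values, no cluster had this order of means. The same was true of DESeq2's genes at an adjusted p of at most 0.05, a setting chosen after seeing the data.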

The genes contained in this cluster are directly involved in the effect of the OO challenge as demonstrated by the overrepresentation analysis (Figure 2B). Indeed, many of those genes hit signaling pathways related to lipid oxidation, metabolism, and peroxisome. By contrast, very few pathways were significantly enriched in the five other clusters, indicating similar gene expression patterns but not associated with any biological functions (Supplementary Figure 1). This difference in the transcriptome profile between OO piglets and OO + PFA piglets can also be observed in Figure 3. 

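Lists written from known genes of fatty acid beta-oxidation, of the peroxisome and of PPAR-alpha targets stood in for the gene ontology terms, which were not used here. Of 81 genes tested in the 3 lists, 34 had an adjusted p of at most 0.1 across the diets, and 27 of these (79.4%) were in the cluster highest in OO, against 14.5% of all genes clustered (Fisher's exact test, one-sided, adjusted p = 4.45e-17 over 4 tests). The share was 13 of 14 for beta-oxidation, 6 of 9 for the peroxisome and 19 of 22 for PPAR-alpha targets, and 17 genes are in more than 1 list. Another 7 of the 34 genes were highest in OO + PFA.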

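Principal components were computed from log2 CPM of the 13831 genes in 6 OO and 5 OO + PFA livers, each gene scaled to unit variance. The first component held 36.6% of the variance and the second 14.3%. Over all genes, the separation of the diets had a pseudo-F of 1.28 (exact permutation test over all relabelings, one-sided, p = 0.208). Of the first 4 components, the second differed between the diets (exact permutation test, two-sided, p = 0.00433, adjusted p = 0.0173), and the first did not (exact permutation test, two-sided, p = 0.437). Of 8 relations tested between these 2 components and measures of the libraries, the score on the first component followed the GC slope of the library most closely, with Pearson's r of 0.995 (permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 8e-05) and Spearman's rho of 0.98 (permutation p = 2e-05, adjusted p = 0.00016) over 11 libraries. Without the 2 libraries farthest from the median slope, r was 0.988. The second component followed the percent of read pairs on no gene, with Pearson's r of -0.83 (permutation p = 0.00225, adjusted p = 0.009) and Spearman's rho of -0.82 (permutation p = 0.00335, adjusted p = 0.0134), and r was -0.51 without the 2 farthest libraries.

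**Figure D3:**
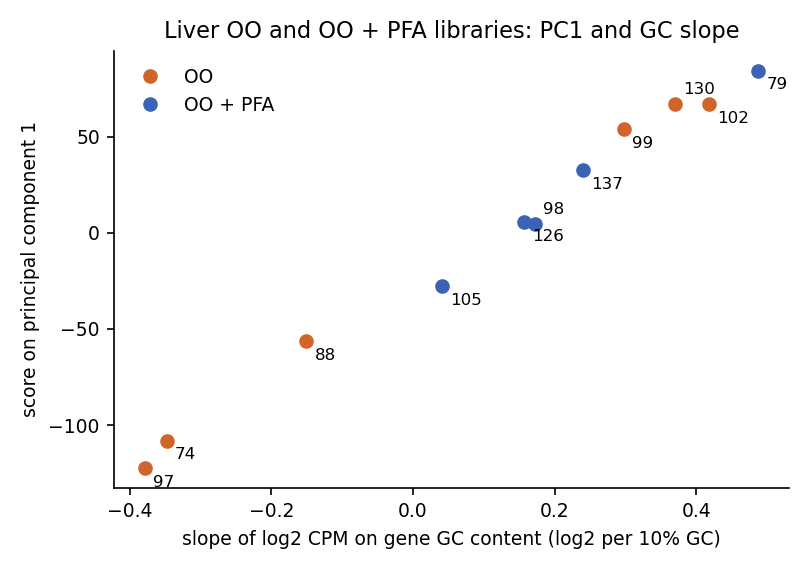
Score on the first principal component (y axis) against the slope of log2 CPM on gene GC content (x axis, log2 per 10% GC), one point per OO or OO + PFA liver. The slope is that of each gene's deviation from its mean over the liver libraries of the fit. The points of both diets lie along one line.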

Pairwise comparison was also performed between the control and PFA groups without OO, and four genes (*PLPPR2, ARHGEF28, RF00231*, and *DEF6*) were found differentially expressed with the cutoff values FDR ≤ 0.05 and fold change > |2|. 

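Between PFA and control livers, no gene had an adjusted p of at most 0.05, and the smallest was 0.166 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05, 1522 genes differed. ARHGEF28 (ENSSSCG00000028317, chromosome 2, 82760754 to 83102126) was at 1.35 ± 0.312 CPM (SD, n = 6) with PFA and 2.81 ± 0.585 (SD, n = 6) in the control group, with a log2 fold change of -1.05 (standard error 0.25, adjusted p = 0.270 from the same edgeR test). DEF6 (ENSSSCG00000001538, chromosome 7, 31191788 to 31216436) was at 2.15 ± 1.25 CPM (SD, n = 6) with PFA and 5.22 ± 1.12 (SD, n = 6) in the control group, with a log2 fold change of -1.27 (standard error 0.33, adjusted p = 0.270, edgeR), and control pig C-80 was the highest, apart from the other control pigs. In both genes the 6 PFA pigs lay below the 6 control pigs. DESeq2's Wald test called 3 genes, DZANK1, CCDC159 and ENSSSCG00000032058, named here after their values were seen. The names PLPPR2 and RF00231 were not found in the gene name table.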

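A list of 25 cell cycle genes was higher with PFA than in control livers, 22 of 25 genes, with a median log2 fold change of 0.36 (adjusted p = 1.45e-04, camera with Benjamini-Hochberg adjustment over 18 tests of 6 lists in 3 comparisons). With the correlation between genes estimated for each list, or with fry, camera's call was lost (adjusted p = 0.667 and 0.378). None of these genes passed when adjusted over the list alone. The other 5 lists tested in the liver had adjusted p-values from 0.300 to 0.999 for PFA against control (camera).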

Although enriched pathways were found in PFA when applying GSEA (e.g., HS-GAG degradation, resolution of sister chromatid cohesion, G1 phase, or RET signaling; FDR *p* < 0.05), the biological meaning was not very conclusive (Supplementary Table 2).

**Figure 2:**
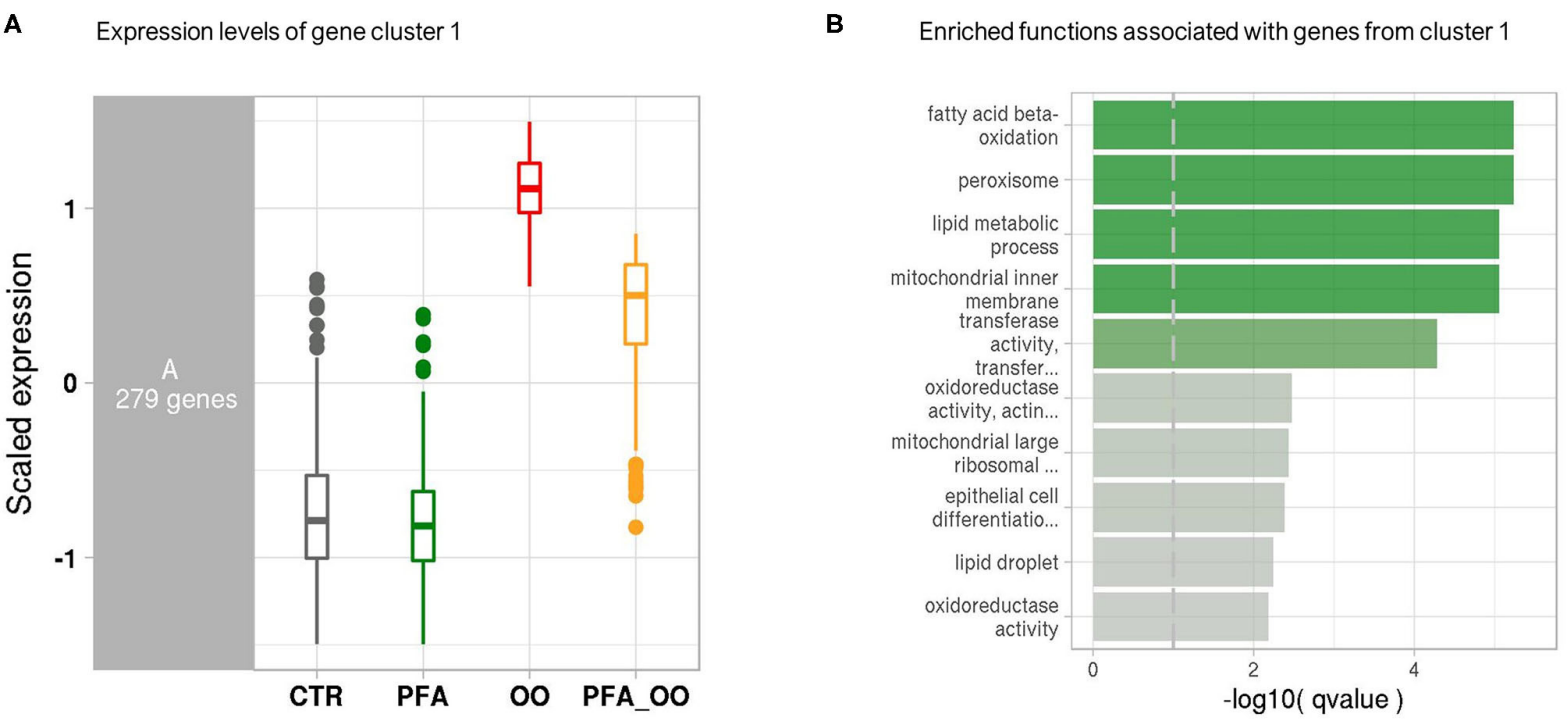
Co-expression network modules and functions. **(A)** Boxplot of expression levels per condition of the gene cluster 1, exhibiting similar expression pattern. Control (CTR), Phytogenic Feed Additive (PFA), Oxidized Oil (OO), and Oxidized Oil + Phytogenic Feed Additive (PFA_OO). Expression values (*y*-axis) are centered to the mean and scaled to the standard deviation for each gene. **(B)** Bar plot generated from the overrepresentation analysis and showing the top enriched functions associated with the genes from cluster 1. Bars are colored according to the negative logarithm of the hypergeometric test *q*-value (threshold set at 0.1).

**Figure 3:**
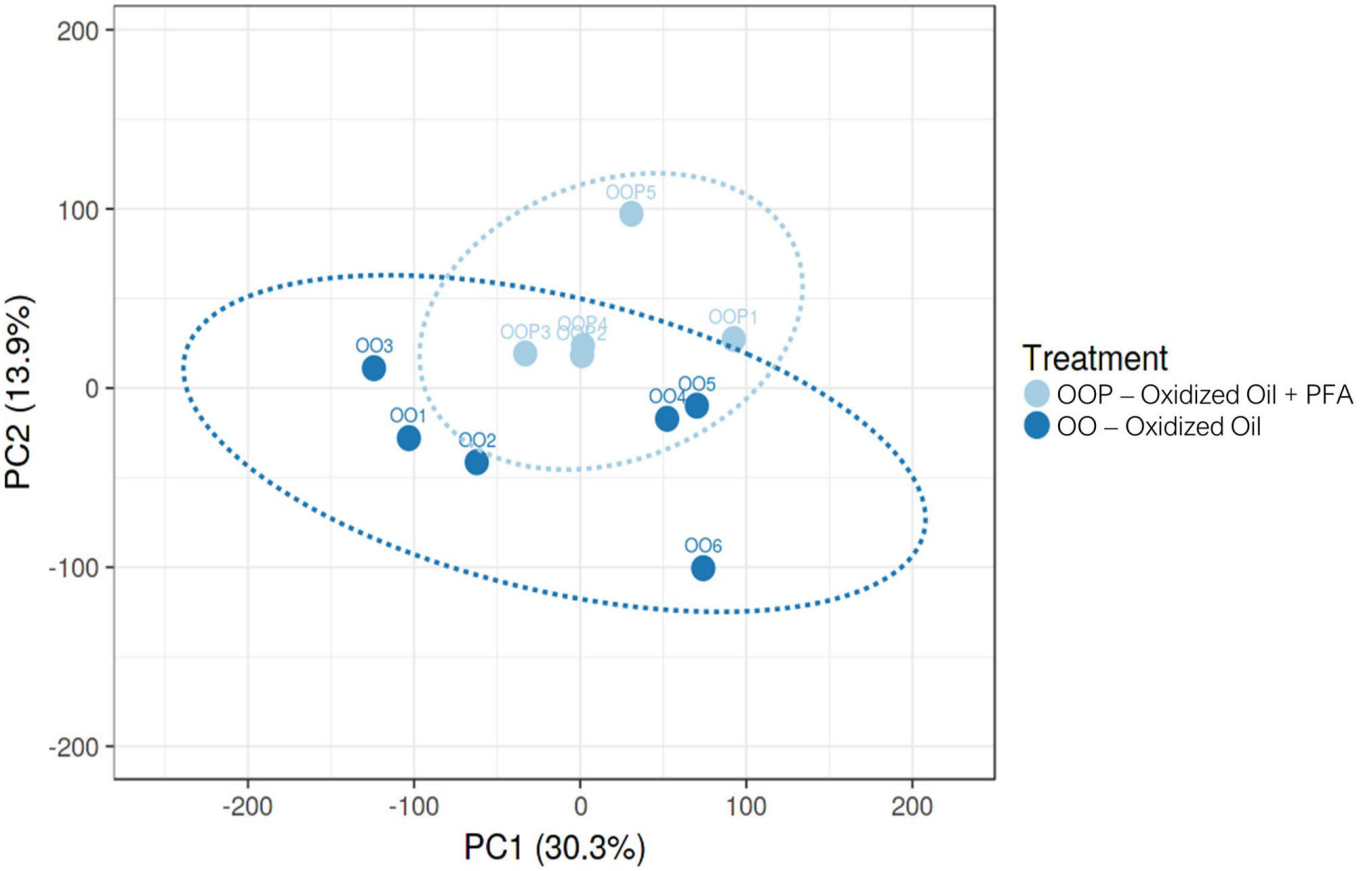
Principal component analysis on mRNA expression in the liver of piglets fed Oxidized Oil (OO) diet or Oxidized Oil + Phytogenic Feed Additive (OO + PFA). Analysis performed with Clustvis (prediction ellipses with 95% confidence interval). One piglet from the OO + PFA group was excluded from the RNA-Seq analysis due to technical issues observed during read quality control.

For confirmation of sequencing results, nine genes (*NNAT, HS3ST2, PEX11A, CPT1A, SOD1, TNXR1, FABP3, CCL26*, and *MGLL*) were quantified in the same liver samples by qPCR. The correlation analysis (18 X,Y pairs) between fold changes observed in RNA-Seq and in qPCR for OO or OO + PFA diets showed a Pearson correlation coefficient of *r* = 0.97 (*p* < 0.001). These results are presented in Figure 4A for the same liver samples (*n* = 6). 

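In the liver counts, the largest of these changes in OO was that of NNAT. PEX11A (ENSSSCG00000027052, chromosome 7, 55256239 to 55264253) was at 15.2 ± 3.44 CPM (SD, n = 6) in control, 37.8 ± 8.12 (SD, n = 6) in OO and 26.6 ± 5.46 (SD, n = 5) in OO + PFA, a log2 fold change against control of 1.31 (standard error 0.16) in OO and 0.81 (standard error 0.17) in OO + PFA. SOD1 (ENSSSCG00000021355, chromosome 13, 195326573 to 195335273) changed by 0.89 (standard error 0.13) and 0.52 (standard error 0.13), MGLL (ENSSSCG00000024134, chromosome 13, 72480395 to 72568964) by 1.55 (standard error 0.25) and 1.00 (standard error 0.26), and FABP3 (ENSSSCG00000036883, chromosome 6, 87943003 to 87950708) by 1.10 (standard error 0.29) and 0.79 (standard error 0.30). The paper's TNXR1 is listed as TXNRD1 (ENSSSCG00000000843, chromosome 5, 80170334 to 80213889) and changed by 0.42 (standard error 0.15) and 0.21 (standard error 0.15). For OO the adjusted p-values were 3.16e-05 for PEX11A, 1.76e-04 for SOD1, 0.00102 for MGLL, 0.0438 for FABP3 and 0.100 for TXNRD1, and for OO + PFA 0.0137, 0.0280, 0.0320, 0.114 and 0.448 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call of FABP3 in OO was lost in 8 of the 12 fits that each left out 1 OO or control pig. Between OO + PFA and OO, none of these 5 genes had an adjusted p of at most 0.05 (the lowest was 0.437, edgeR).

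**Figure D4:**
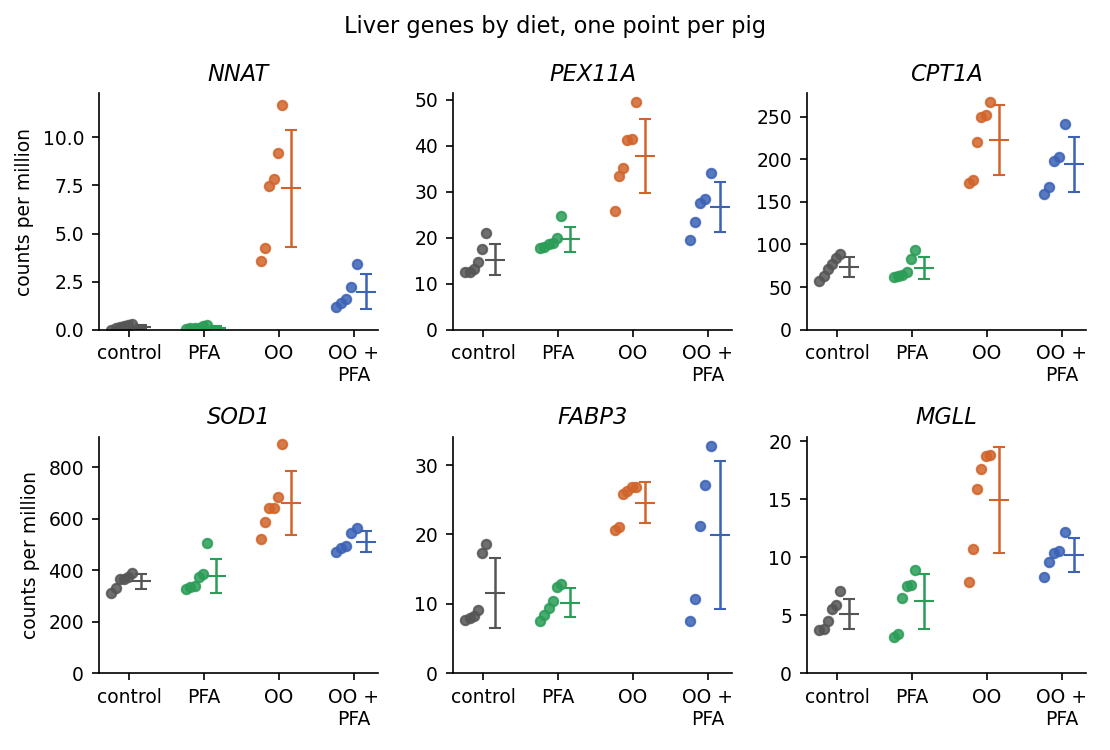
CPM (y axis) of 6 of the genes in the liver of each pig, by diet. Points are pigs, and the bars give the mean and SD. For all 6 genes the mean is highest in OO and second highest in OO + PFA.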

Although the correlation is quite high, it seems that confirmation of the RNA-Seq results is very good for fold changes lower than 4, but partly in agreement for higher fold changes, especially in the OO diet (*CCL26* and *HS3ST2*). 

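Both genes had few counts in the liver. CCL26 (ENSSSCG00000039874) had between 0 and 77 counts per library (median 6) and did not pass the filter on low counts, so no fold change is given. HS3ST2 (ENSSSCG00000036475, chromosome 3, 23255936 to 23366570) was at 0.651 ± 0.684 CPM (SD, n = 6) in OO, 0.339 ± 0.177 (SD, n = 5) in OO + PFA and 0.0198 ± 0.0232 (SD, n = 6) in control, where no pig had more than 2 counts. Set against 3 counts per control library, HS3ST2 was at least 6.42-fold higher in OO and at least 3.35-fold higher in OO + PFA (adjusted p = 0.00177 and 0.0189, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These limits cover counting error only.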

Given eight piglets were fed and sampled per diet in the experiment, the gene expression was extended to the piglets not selected for RNA-Seq analysis, namely, two more RNA samples per diet. The comparison between six or eight piglets on the expression of the most upregulated genes (*NNAT* and *HS3ST2*) is presented in Figure 4B.

**Figure 4:**
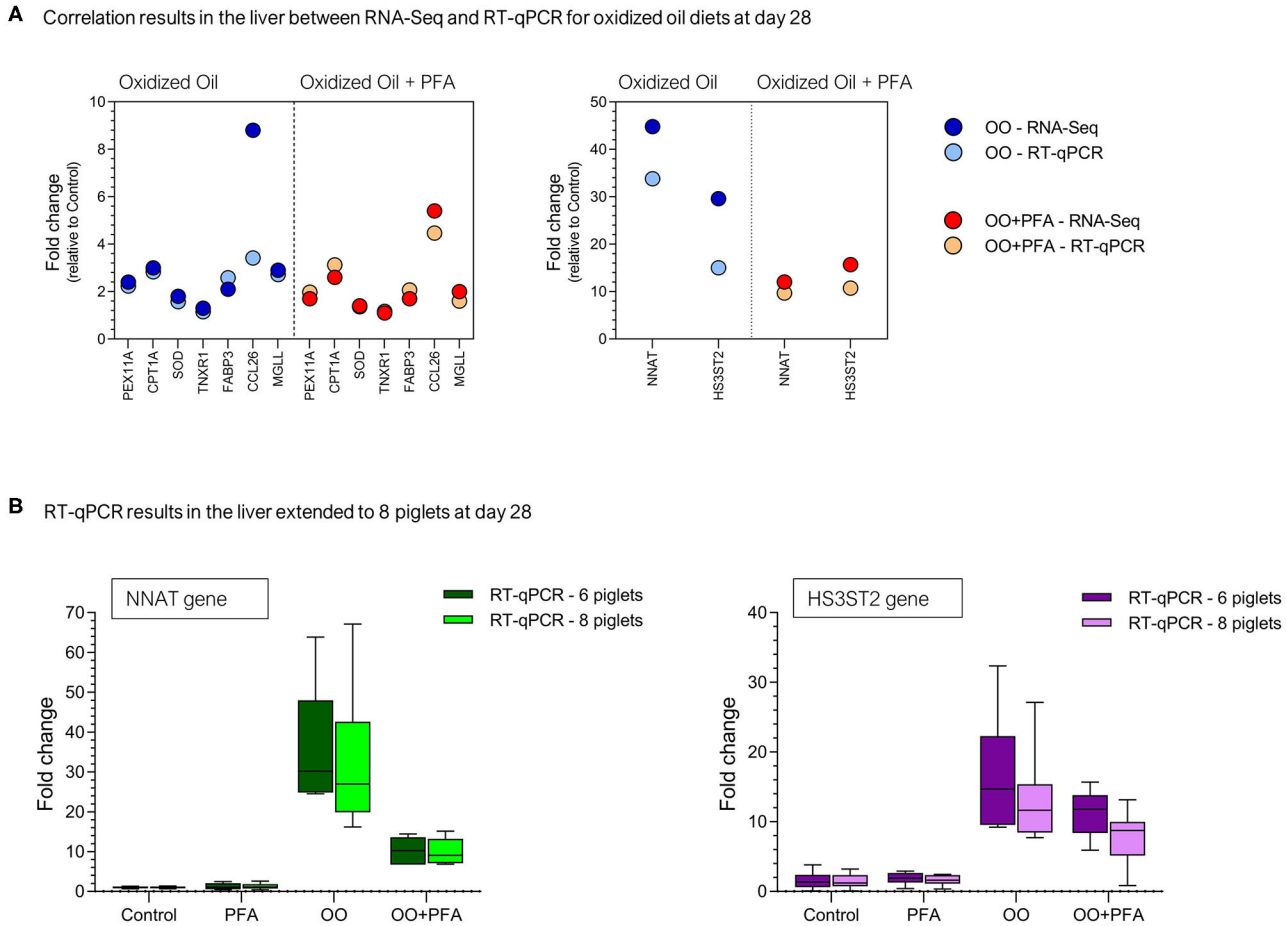
RT-qPCR validation on selected genes at day 28. **(A)** Correlation between the fold changes observed in RNA-Seq and RT-qPCR for the same piglets (*n* = 6). **(B)** Expression of the genes NNAT (Neuronatin) and HS3ST2 (Heparan sulfate glucosamine 3-O-sulfotransferase 2) via RT-qPCR in the liver of eight piglets (eight sampled initially but six used for RNA-Seq). PFA, Phytogenic Feed Additive; OO, Oxidized Oil; OO + PFA, Oxidized Oil + Phytogenic Feed Additive.

## Discussion

In the present experiment, a standardized formulation of the PFA was used containing a combination of essential oils (i.e., oregano and caraway oils) and natural identical compounds (15). The main ingredients and active substances in PFA were carvacrol, linalool, methyl salicylate, thymol, and menthol. The beneficial effects of phytochemicals have been extensively demonstrated, especially essential oils used individually or as blends [review in (6, 13, 16)]. Although the formulations (plant extracts, essential oils, and single molecules) differ from each other in those studies, our results generated in the ileum of piglets fed PFA (in normal conditions) also revealed decreased activity of pathways and mediators associated with the innate immune response (IFN signaling, TNF signaling, and NF-κB activation). The anti-inflammatory effects of various essential oils and plant extracts have been mostly characterized *in vitro* in monocytes and activated macrophages, showing reduced activity of cytokines [reviewed in (17)]. In the duodenum and ileum of weaned piglets, polyphenol-rich plant products have been shown to reduce after 4 weeks the expression of pro-inflammatory cytokines (IL-1β, IL-8, TNF-α, and CCL2) (18). The concentration of two acute phase proteins was found significantly lower in the serum of weaned piglets fed a natural plant-derived supplement (alkaloid-based) compared to the control group (19). Essential oils, especially derived from oregano such as in the present study, have been shown to modulate both Nrf2 and NF-κB transcription factors to suppress intestinal inflammation (20–23). Reduced expression of the genes coding for NF-κB, TNF-α, IL-1β, and IL-6, as well as inactivation of the NF-κB p65 protein, was observed in the small intestine of pigs (21, 23). Curcumin (polyphenol) has been shown to block cytokine-mediated NF-κB activation and proinflammatory gene expression by inhibiting inhibitory factor IκB kinase (IKK complex) activity in intestinal epithelial cells (24). Similarly, anti-inflammatory actions of carvacrol seemed to be mediated through ERK1/2 and NF-kB in LPS-induced pro-inflammatory activation of macrophages (25). Our GSEA revealed that the ingredients of PFA reduced similarly the activity of genes associated with NF-κB signaling pathway, such as IKK-γ (IKBKG), IKK-β (IKBKB), IκB-α (NFKBIA), and NFKB2. 

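NFKBIA (ENSSSCG00000001952, chromosome 7, 64508119 to 64510754) was at 43.2 ± 6.19 CPM (SD, n = 5) in the ileum with PFA and 66.2 ± 9.97 (SD, n = 5) in the control group, and the pigs of the 2 diets did not overlap. Its log2 fold change was -0.61 (standard error 0.13). NFKB2 (ENSSSCG00000010580, chromosome 14, 113406412 to 113414177) was at 32.5 ± 9.26 and 46.4 ± 17.3 CPM (SD, n = 5 each), with a log2 fold change of -0.51 (standard error 0.26). IKBKG (ENSSSCG00000012825, chromosome X, 125035575 to 125056445) changed by -0.37 (standard error 0.27) and IKBKB (ENSSSCG00000007030, chromosome 17, 11289607 to 11348557) by -0.15 (standard error 0.15), with PFA pig P-134 at 58.6 CPM above the other PFA pigs for IKBKB. The adjusted p of each was 0.991 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).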

The potential of phenolic compounds, such as carvacrol, to act on NF-κB was also demonstrated *in vitro* with caffeic acid phenethyl ester (found in a variety of plants), showing an inhibition of TNF-α-dependent NF-κB activation *via* direct inhibition of IKK (26). In the present study, the higher activity in the NF-κB signaling pathway in the control pigs compared to pigs fed PFA seems to be mediated *via* TNFR1 and TRAF6 (TNF Receptor Associated Factor 6). TRAF6 is also implicated in the regulation of type I IFN induction, and both TRAF6-mediated IRF7 activation and interferon alpha/beta signaling were found in GSEA. 

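Of the interferon regulatory factors in the paper's core genes, IRF3 (ENSSSCG00000003178, chromosome 6, 54701733 to 54706079) had a log2 fold change of -0.26 (standard error 0.26), IRF4 (ENSSSCG00000033381, chromosome 7, 133358 to 149609) of -0.21 (standard error 0.37), IRF5 (ENSSSCG00000016573, chromosome 18, 19678377 to 19691154) of -0.27 (standard error 0.29), IRF8 (ENSSSCG00000034980, chromosome 6, 3041617 to 3060685) of -0.21 (standard error 0.27) and IRF9 (ENSSSCG00000002002, chromosome 7, 75133800 to 75139641) of -0.12 (standard error 0.26) in the ileum, PFA against control. For all 5 the PFA and control pigs overlapped, and the adjusted p was 0.991 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With expression corrected for GC content, IRF9 changed direction, at 0.030. IRF3 was at 44.9 ± 18.8 CPM (SD, n = 5) with PFA, where pig P-134 reached 78.1, and at 53.8 ± 13.7 (SD, n = 5) in the control group.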

Several members of the interferon regulatory factors (IRFs) were found multiple times in these pathways, exhibiting lower activity in the PFA group. These proteins are crucial mediators in antiviral responses, but anti-inflammatory effects mediated by the IRF3 pathway (as well as NF-κB) have also been reported *in vitro* following the exposure of LPS-stimulated RAW cells to essential oil (27).

The lower abundance of innate immune cells in the gut could partly account for the reduced activity of pro-inflammatory mediators following ingestion of phytochemicals. The decreased number of intra-epithelial lymphocytes has already been reported in the small intestine of piglets fed similar compounds as in the PFA formulation, namely, carvacrol and thymol (28), and fed a plant extract containing carvacrol, cinnamaldehyde, and capsicum oleoresin (29). The use of RNA-Seq in the present trial allowed the unveiling of other small changes and pathways associated with innate immune response and stress, and not addressed with targeted approaches. Piglets fed with the phytogenic showed reduced expression of genes associated with some antimicrobial peptides and pathways belonging to extracellular matrix organization (collagen degradation and collagen chain trimerization). 

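Of 9 antimicrobial peptides and proteins that passed the filter, 4 were lower and 5 higher with PFA in the ileum, with a median log2 fold change of 0.05 (adjusted p = 0.523, camera with Benjamini-Hochberg adjustment). Of 32 collagen chain genes, 21 were lower, with a median of -0.12 (adjusted p = 0.00356, camera), and 7 of the 32 are among the paper's core genes. Without these 7, 14 of 25 were lower (median -0.05). Camera's call of the collagen chains was lost with expression corrected for GC content in the genes with a GC value (adjusted p = 0.126), without PFA pig P-138 (adjusted p = 0.0876) and without control pig C-110 (adjusted p = 0.252). Of 15 matrix metalloproteinases, 8 were lower and 7 higher, with a median of -0.12 (adjusted p = 0.698, camera).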

Interestingly, extracellular matrix remodeling is a common feature in inflammatory bowel disease due to tissue damage and destruction (30, 31). The expression of several of these genes (COL4A4, COL22A1, MMP8, COL4A3, COL17A1, COL11A2, COL9A1, COL26A1, MMP9, COL16A1, MMP15, COL8A2, MMP11, and COL18A1) was found increased in the control group, suggesting that PFA may reduce the basal activity of the extracellular matrix and maintain homeostasis in response to potential intestinal insult. 

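Of these genes, 10 passed the filter on low counts and all 10 were lower with PFA, with log2 fold changes from -0.82 to -0.32 (median -0.56). An unadjusted p under 0.05 was found for 2, and none passed when adjusted over the list alone or over all genes. As the paper picked these genes on the same pigs, their shared direction is not independent evidence. COL4A4 (ENSSSCG00000016244, chromosome 15, 128472228 to 128612302) was at 1.99 ± 0.764 CPM with PFA and 3.23 ± 0.616 in the control group (SD, n = 5 each, adjusted p = 0.991, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It overlaps with COL4A3 (ENSSSCG00000016245, 128611640 to 128763331), so read pairs of the overlap may have been left out as belonging to several genes. COL17A1 (ENSSSCG00000010607, chromosome 14, 114959404 to 115007734) was at 125 ± 24.3 and 186 ± 76.8 CPM (SD, n = 5 each, adjusted p = 0.991, edgeR). COL11A2 had the lowest fold change (standard error 0.56) and COL8A2 the highest (standard error 0.30). For COL18A1 and MMP15, PFA pig P-134 was above the other PFA pigs, at 67.4 and 60.3 CPM, and for MMP9 control pig C-110 was below the other control pigs, at 0.590 CPM. COL22A1, MMP8 and COL9A1 had medians of 8.5, 0.5 and 2 counts per library and did not pass the filter, and COL26A1 was not found in the gene name table. From the lower values of these genes the paper proposes that PFA lowers the basal activity of the extracellular matrix.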

Similar findings on matrix metalloproteinases and collagen chains were reported in the ileal mucosa of broiler chickens, indicating a protective effect of resin acids on intestinal barrier integrity (32). Overall, it seems that PFA is able to lower the basal level of certain components of the innate immune response, and this may potentially help the piglets to limit inflammation when facing stressors in pig production, such as demonstrated in weaned piglets fed plant extracts able to alleviate diarrhea caused by *Escherichia coli* (33).

In addition to their anti-inflammatory properties, phytogenic compounds are also known to protect against oxidative stress since phenolic OH groups (e.g., in thymol or carvacrol) can donate hydrogen atoms to free radicals and transform them into more stable products [reviewed in (11, 13, 16)]. Oxidative stress represents an important chemical mechanism that leads to biological damage, which, in turn, can affect growth performance, meat quality, and health in pigs, especially in modern high-performance production systems. In animals, malondialdehyde (MDA) is often used as a blood marker of oxidative stress since MDA is a terminal product of lipid peroxidation (caused by free radicals). In weaned pigs, neither a low-energy diet nor a blend of cinnamaldehyde and thymol affected the plasma concentration of MDA (34). However, dietary oregano oil (containing mainly carvacrol and thymol) was shown effective to alleviate the stress of transportation in finishing pigs such as seen with reduced MDA levels in the liver (35). Improvement of meat quality was reported in chickens fed either carvacrol or thymol *via* measurements of lipid oxidation, known as the major deterioration process for poultry meat (36).

The implementation of oxidative stress challenges allows a better evaluation of the antioxidant capacity of the phytochemicals tested. Among other techniques used for manipulating oxidative stress, adding oxidized lipids to the diet has been found very useful with several published trials, especially in fish and poultry [reviewed by Koch and Hill (37)]. As expected, the ingestion of moderately oxidized oil resulted in slow growth rate, but with improvement in the body weight gain of piglets challenged and supplemented with PFA (two-way ANOVA; *p* < 0.001 for oxidized oil challenge, *p* = 0.91 for diet, *p* = 0.033 for interaction; data not shown). The capacity of this experimental model to induce oxidative stress was confirmed based on our RNA-Seq findings. The challenge itself significantly affected the expression of 401 genes in the liver of pigs (pairwise comparison between both control diets, FDR ≤ 0.05 and fold change ≥ 2 or ≤ −2; data not shown). 

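Between OO and control livers, 153 genes passed an adjusted p of at most 0.05 and a 2-fold change, 109 higher and 44 lower in OO (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 375 passed the adjusted p alone. At an unadjusted p under 0.05, 2956 of the 13831 genes differed. DESeq2's Wald test called 401, including 150 of the 153. In 84 of the 153 genes the 6 OO pigs and the 6 control pigs did not overlap. Chance gives 0.216% for unselected genes. The 153 genes were chosen for their difference between the same pigs, so this share is not separate evidence. Among genes with a symbol whose groups did not overlap, the largest increases after NNAT were those of GAREM2 (ENSSSCG00000008572, chromosome 3, 112799350 to 112817583), at 10.8 ± 10.3 CPM in OO and 0.392 ± 0.0904 in control (SD, n = 6 each), of HS3ST2, of DHRS4 (ENSSSCG00000002013, chromosome 7, 75242121 to 75255594), at 626.7 ± 256 and 53.6 ± 7.13 CPM (SD, n = 6 each), and of G0S2 (ENSSSCG00000015617, chromosome 9, 133287065 to 133288066), at 34.4 ± 31.5 and 4.21 ± 1.41 CPM (SD, n = 6 each). The log2 fold changes were 4.76 for GAREM2 (standard error 0.59, adjusted p = 3.16e-05), 3.55 for DHRS4 (standard error 0.21, adjusted p = 1.84e-10) and 3.03 for G0S2 (standard error 0.51, adjusted p = 0.00127, all from edgeR). The largest decreases were those of SNORA9 (log2 fold change -2.01), ETNPPL (-1.93), DLEC1 (-1.78), SULT1C2 (-1.64) and DEF6 (-1.57). SNORA9 is a small nucleolar RNA and SULT1C2 belongs to a family of similar genes, so their counts may include reads of a host gene or of relatives. The calls of ETNPPL and DLEC1 were lost in 2 and 4 of the 12 fits that each left out 1 pig. Over those fits the count of genes ranged from 84 (without OO pig OO-130) to 508 (without OO pig OO-97).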

The highest fold increase recorded in our dataset was 44.8 for NNAT gene (neuronatin; validated by RT-qPCR), which is highly expressed during oxidative stress and inflammation in response to dietary excess such as obesity (38). 

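NNAT (ENSSSCG00000007336, chromosome 17, 40625990 to 40629523) was at 7.35 ± 3.05 CPM (SD, n = 6) in OO and 0.154 ± 0.111 (SD, n = 6) in control livers, a log2 fold change of 5.47 (standard error 0.46), or 44.4-fold (adjusted p = 1.18e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ENSSSCG00000022295, which has no symbol and was singled out after its values were seen, had a larger fitted fold change of 70.8 (adjusted p = 0.0691, edgeR), and of 53.7 with DESeq2 (adjusted p = 0.00423), against 44.8 for NNAT with DESeq2.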

The prediction pathway analysis clearly showed that the challenge affected genes related to fatty acid β-oxidation, peroxisome, or regulation of lipid metabolism by PPAR-α. 

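Of 31 PPAR-alpha target genes tested in the liver, 28 were higher in OO than in control, with a median log2 fold change of 0.99 (adjusted p = 3.03e-41, camera with Benjamini-Hochberg adjustment). Of 25 genes of fatty acid beta-oxidation, 19 were higher, with a median of 0.69 (adjusted p = 3.06e-19, camera), and of 45 peroxisome genes 28 were higher, with a median of 0.15 (adjusted p = 0.0204, camera). Adjusted over the list alone, 26 PPAR-alpha target genes, 16 beta-oxidation genes and 9 peroxisome genes passed, and adjusted over all genes 19, 12 and 5. With the correlation between genes estimated for each list, camera's calls remained for PPAR-alpha targets (adjusted p = 2.42e-05) and beta-oxidation (adjusted p = 0.00817), and the call was lost for the peroxisome (adjusted p = 0.667). With fry the first 2 remained as well (adjusted p = 1.28e-08 and 1.90e-05), and the peroxisome had an adjusted p of 0.0695. In the liver, 25 cell cycle genes were all higher in OO, with a median of 0.40 (adjusted p = 0.00384, camera), a call lost under both of these tests.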

Many genes from these pathways were enriched in the challenged group. Little is known about the global effect of such challenge on the transcriptome, but similar findings were also found in the liver of fish (39). Moreover, Ringseis and Eder (40) summarized the effects of oxidized fat on molecular regulators of lipid metabolism, and reported evidence for the activation of PPAR-α by oxidized fat. 

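PPARA (ENSSSCG00000000006, chromosome 5, 3302755 to 3321091), which encodes PPAR-alpha, was at 15.3 ± 4.13 CPM (SD, n = 6) in OO and 23.8 ± 9.61 (SD, n = 6) in control livers. The log2 fold change was -0.64 (standard error 0.28, adjusted p = 0.196, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In OO + PFA it was at 25.4 ± 14.8 CPM (SD, n = 5), a log2 fold change against control of 0.09 (standard error 0.30). The OO + PFA pig OP-137 was at 51.5 CPM, and without it the value was -0.34.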

As indicated in their review, expression of PPAR-α itself remains largely unchanged in response to oxidized lipids, but they upregulate a comprehensive set of PPAR-α target genes. Among them, CPT1A and CPT2 (carnitine palmitoyltransferase) were also found upregulated (three-fold increase) in the present experiment. 

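CPT1A (ENSSSCG00000012880, chromosome 2, 4250642 to 4293914) was at 223 ± 40.7 CPM (SD, n = 6) in OO and 73.4 ± 12.1 (SD, n = 6) in control livers, a log2 fold change of 1.60 (standard error 0.15, adjusted p = 4.93e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a 3.03-fold increase. CPT2 (ENSSSCG00000003851, chromosome 6, 159038129 to 159061327) was at 164 ± 35.7 and 60.2 ± 14.3 CPM (SD, n = 6 each), a log2 fold change of 1.44 (standard error 0.18, adjusted p = 3.26e-05, edgeR) and a 2.72-fold increase. For both genes every OO pig was above every control pig.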

Activation of the Nrf2 pathway has also been reported in the study of Varady et al. (14), using similar oxidative stress model as in our study. However, the genes they found significantly increased in the pig livers (Nrf2-regulated genes) were not differentially expressed in our dataset. A closer look at the data revealed that the fold changes of those genes were very comparable to ours (from 1.4 to 1.8 increase). 

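Of 25 Nrf2 target genes tested in the liver, 20 were higher in OO than in control, with a median 1.18-fold change and a range from 0.848 to 1.86. The fold change lay between 1.4 and 1.8 for 4 of them, though the list was not made from the genes behind the paper's range. Adjusted over all genes, 1 had an adjusted p of at most 0.05, SOD1, and none of them was 2-fold higher, while adjusted over the list alone 2 passed (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). As a list they were higher in OO (adjusted p = 0.0204, camera with Benjamini-Hochberg adjustment). The adjusted p was 0.0126 with fry and 0.336 with the correlation between genes estimated.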

Standard threshold used in RNA-Seq (fold changes ≥ 2 or ≤ −2) as well as correction for multiple testing account for differences when comparing with literature.

The antioxidant properties of herbs and essential oils are reported to be effective in retarding or preventing the process of lipid peroxidation (16). Oral administration of carvacrol in rats for 21 days neutralized the hepatoxic effects induced by D-galactosamine on lipid peroxidative markers and liver tissue (41). The ability to prevent lipid peroxidation is associated with the scavenging properties of free radicals by phytochemicals (16, 42), and ingestion of oxidized fats results in generation of free radicals, such as reactive oxygen species (ROS) (14). Wei et al. (43) demonstrated in weaned piglets the ability of a blend of carvacrol and thymol to scavenge ROS during intestinal oxidative stress. The supplementation of PFA in the oxidized oil diet was partly able to neutralize the detrimental effects induced by the challenge on the liver transcriptome. 

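Tested directly, no gene differed between OO + PFA and OO livers at an adjusted p of at most 0.05 (smallest 0.0900, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1176 genes had an unadjusted p under 0.05. The interaction, which tests whether the effect of PFA differed with and without oxidized oil, had no gene either (smallest adjusted p = 0.0505, edgeR), with 1881 at an unadjusted p under 0.05. With DESeq2's Wald test, 25 genes passed for OO + PFA against OO, among them NNAT, and 155 for the interaction. Against control, 453 genes passed in OO + PFA, 433 higher and 20 lower, and the groups did not overlap in 401 of them. Chance gives 0.433% for unselected genes, but the 453 were chosen for their difference between the same pigs. Both OO and OO + PFA differed from control in 87 genes, all in the same direction. As both comparisons share the control pigs, overlap is expected without any effect. Counts were also simulated for all liver libraries of the fit, controls included, without any effect of diet. In these, the genes ranked highest in both comparisons overlapped in 30 to 45 genes, against 97 in the data. Genes were simulated independently, so differences shared by the genes of a pig were not covered. PPAR-alpha target genes were lower in OO + PFA than in OO, 26 of 31 genes, with a median log2 fold change of -0.25 (adjusted p = 1.07e-04, camera with Benjamini-Hochberg adjustment), a call lost with fry (adjusted p = 0.0695) and with an estimated correlation (adjusted p = 0.226). Beta-oxidation genes (adjusted p = 0.0241, camera) and cell cycle genes (adjusted p = 1.10e-04, camera) were lower too, and both calls were lost under these tests.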

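For ACAA2, MGLL, PEX11A and the other genes of the lists of beta-oxidation, peroxisome and PPAR-alpha targets that fell in the cluster highest in OO, the fold change against control in OO + PFA was set against that in OO. Over the 27 genes it was reduced by 18.9% on average, from 4.05% for ACADS to 42.6% for ACAA2. Between the 5 OO + PFA pigs the mean reduction had an SD of 5.51 percentage points, and it was 10.7% to 25.3% in these pigs. Measured in the same way against the OO mean, single OO pigs lay between -31.2% and 17.1%. None of the 27 genes had an adjusted p of at most 0.05 for OO + PFA against OO (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 8 had an unadjusted p under 0.05. Of 22 genes with an adjusted p of at most 0.05 in OO against control, 3 had none in OO + PFA (edgeR). Membership of the cluster requires OO to be highest, so the genes were also chosen, after seeing the data, without regard to the difference between OO and OO + PFA. Of 30 genes of the lists higher in the pooled pigs, 27 were lower in OO + PFA, by 14.6% on average (exact permutation test over all relabelings, two-sided, p = 0.175, and p = 0.143 for relabelings within the forms of the library title).

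**Figure D5:**
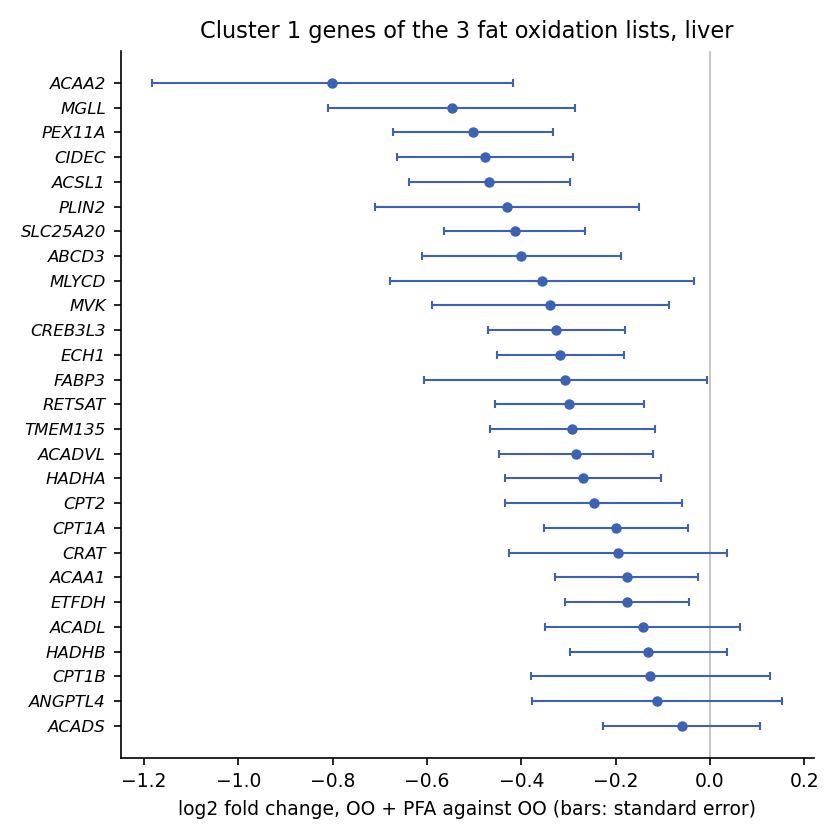
Log2 fold change in OO + PFA against OO (x axis) for the 27 list genes of the cluster highest in OO, with standard errors as bars. All 27 points lie below 0, from ACAA2 to ACADS.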

Among the genes related to PPAR-α pathways (i.e., fatty acid β-oxidation, peroxisome; enriched in cluster 1, Figure 2), the effects were either no longer seen or reduced in average by 22% and up to 73% (fold change comparison between OO and OO+PFA diets). This latter finding was observed on the NNAT gene, previously discussed, with a fold increase of 12.0 in the liver of challenged pigs fed PFA instead of 44.8 without supplementation. 

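In OO + PFA livers NNAT was at 1.97 ± 0.914 CPM (SD, n = 5), a log2 fold change against control of 3.57 (standard error 0.46), or 11.9-fold (adjusted p = 1.29e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against OO it was 3.73-fold lower, with a log2 fold change of -1.90 (standard error 0.39, adjusted p = 0.0970, edgeR), and the OO and OO + PFA pigs did not overlap. DESeq2's Wald test gave an adjusted p of 0.000929 for NNAT in OO + PFA against OO in the liver. NNAT is not in the 3 lists of fat oxidation genes. From the smaller fold changes in OO + PFA, the paper concludes that PFA in part neutralized the effects of the challenge on the liver transcriptome.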

We can hypothesize that the active components of PFA (i.e., carvacrol, linalool, and thymol) possess properties to partly remove exceeding free radicals coming from the oxidized oil and/or the oxidative stress, and thereby preventing further lipid peroxidation. In addition, this might help to decrease the workload of antioxidant enzymes and maintain their activities. Whether this scavenging mechanism of essential oils occurs in the intestine and/or the liver to limit oxidative stress is still unclear. It is known that these phenolic compounds, especially carvacrol and thymol, are almost completely absorbed in the proximal small intestine and the stomach of piglets [following single dose administration; (44)]. The metabolic fate of essential oil components depends on their individual chemical structure, but glucuronidation of thymol and carvacrol seems to be the major metabolic pathway in the liver, together with fast excretion in the urine (45). However, recovery of essential oils in the bile (carvacrol, thymol, linalool, and menthol) suggests enterohepatic circulation, increasing their occurrence in the gut and delaying their excretion (44, 45). Conjugated metabolites can be cleaved by enzymes in the intestinal microflora and also reabsorbed by epithelial cells of the intestine. Besides, the use of encapsulation such as in the present study increases the stability and bioavailability of those compounds, reducing the requirement for high dosage. The hepatoprotective effects of PFA against the oxidized lipids might have been the result of their interaction in both the liver and small intestine during the continuous feeding. Overall, this improvement on the liver health most likely contributed to the better growth observed in those pigs in comparison to the challenged pigs on basal feed. Although oxidative stress is common in animal production, such acute challenge is not to be expected under commercial conditions. Application of this model for evaluating antioxidant blend or vitamin E has been reported in literature (46–49), and these compounds were shown effective in ameliorating the negative effects of oxidized oil, but never fully, such as in our study.

The results of the present investigations showed that dietary supplementation of PFA modulated specific pathways related to NF-κB and the innate immune response in the ileum. Supplementation with PFA partly reduced the oxidative stress induced by the addition of the oxidized oil, but confirms that some ingredients from the formulation possess antioxidant properties. The use of RNA-Seq is still very limited in livestock species but allowed the generation of novel data on the molecular effects and host interaction with phytochemicals. This may contribute to a better understanding for the animal industry, with the ultimate goal of reducing antibiotic use.

## Materials and Methods

### Piglet Feeding Trial, Oxidized Oil Diet, and Tissue Collection

The animal experiment was approved by the office of the Lower Austrian Region Government, Group of Agriculture and Forestry, Department of Agricultural Law (approval code LF1-TVG-39/046-2017). The feeding trial was carried out at the Center for Animal Nutrition (Tulln, Austria). All related procedures were performed in compliance with the European Guidelines for the Care and Use of Animals for Research Purposes and the Austrian Law for Animal Experiments.

Weaned crossbred piglets (sow: Landrace × Large White, boar: Pietrain; 30 ± 2 days old) were obtained from a local producer. Thirty-two animals (16 males, 16 females) were selected based on equal body weight and housed on slatted floor pens under controlled environmental conditions. After an acclimatization period of 5 days, the piglets were allocated to one of four experimental diets (eight pigs/pen and one pen/diet). They received for 28 days either a basal diet (Control), a basal diet supplemented with Digestarom^®^, a PFA (150 g/t of feed; BIOMIN Holding GmbH, Austria), or the same two diets but with inclusion of oxidized oil at 10% (OO and OO + PFA). PFA is a combination of plant extracts (essential oils) and natural identical (synthetic) compounds. The main ingredients of PFA are oregano oil, caraway oil, carvacrol, methyl salicylate, and menthol. All the piglets had *ad libitum* access to the experimental feed and water. To evaluate the antioxidant capacity of PFA, addition of oxidized oil was used as a model of oxidative stress, and the same rapeseed oil was used as contained in the non-oxidized diets. The formulation for the normal diet and the oxidized oil diet is reported in Supplementary Table 3. This rapeseed oil was obtained locally (Süss Öl, Gemeinlebarn, Austria) and was not supplemented with any antioxidants. To prepare the oxidized oil, rapeseed oil was heated in a domestic fryer (2 × 10 L; PEF 10+10S, ASM Sautner GmbH, Austria) at a temperature of 185°C for 60 h, and peroxide values were determined according to ISO methods (3960:2017) (50) so that they reached ~50 mEq/kg of oil. The two oxidized oil diets contained 10% oxidized rapeseed oil for a predicted peroxide value in the final feed of 5 mEq/kg close to what has been reported in (14, 48, 49). The inclusion of the phytogenic compounds in the experimental diets was verified *via* the analysis of the concentration of the main active substances, and they were in the range of expected values (15).

During the experimental period, the health status of the piglets was checked daily. In addition, piglets were weighed weekly. On day 28, blood was collected from individual piglets by punctuation of the *Vena cava cranialis*. After centrifugation (1,500 × g, 20 min at 4°C), serum samples were stored at −80°C. Following blood sampling, piglets were anesthetized by intramuscular injection of ketamine (0.1 ml/kg b.w. Narketan^®^, Vétoquinol GmbH, Germany) and azaperone (0.03 ml/kg b.w. Stresnil^®^, Janssen-Cilag, Germany) and euthanized by intracardial injection of T61^®^ (0.1 ml/kg b.w., Intervet, Germany). The ileum was removed from all piglets, and the middle part was sampled and processed on ice. After cutting the ileum and rinsing with sterile saline solution (0.9%), small pieces were transferred into 1 ml of RNAlater (Ambion Inc., USA), stored overnight at 4°C, and transferred to −80°C until transcriptomics analysis. The same procedure was applied for the liver with cleaned small pieces transferred into 1 ml of RNAlater and stored the same way as for the ileum samples.

### RNA Extraction and RNA-Seq

Approximately 30 mg of ileal or liver tissues were disrupted *via* a bead-beating step, and the total RNA was extracted and purified with the RNeasy Mini Kit including DNase digestion on column (Qiagen, Germany). The concentration of isolated RNAs was estimated on a NanoDrop 2000 spectrophotometer (Thermo Scientific, USA) and RNA quality (RIN) with an Agilent 2100 Bioanalyzer (Agilent Technologies, Germany). The RIN was >9.0 for the RNA extracted from the ileum and >6.0 for the RNA extracted from the liver. The RNAs from five piglets per group (only unchallenged groups; two groups; 10 samples) were selected for the ileum and those from six piglets per group (unchallenged and challenged groups; four groups; 24 samples) were selected for the liver. Construction of RNA-Seq libraries was done with the Illumina stranded TruSeq RNA library including poly(A) enrichment. The final multiplexed libraries were sequenced on a NextSeq platform (Microsynth, Switzerland) generating ~60 Mio paired-end reads per sample (±20%; 30 Mio forward + 30 Mio reverse reads; 2^*^75 bp).

### RNA-Seq Analysis: Read Alignment and Counts, and Differential Expression Analysis

The RNA-Seq pipeline was implemented *via* the Snakemake workflow management system [version 5.2.4; (51)]. The configuration file contains the FASTQ file location, the experimental design, as well as global and step-specific parameters.

Sequencing quality was evaluated by FastQC software (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Alignment was done with STAR aligner with the default parameters [version 2.6.1d; (52)] against the reference pig genome Sus_scrofa.Sscrofa11.1 (Supplementary Table 4). Read counts for each gene were estimated using HTSeq package [version 0.11.0; (53)] and aggregated to form a count table.

Differential expression was performed by using the R package DESeq2 [version 1.18.1; (54)], which uses a negative-binomial distribution to model the counts. Hypothesis testing was done with the Wald test for the ileum dataset (pairwise comparison) and with the Likelihood ratio test (LRT) for the liver dataset (full model to analyze all factors at once). Subsequently, raw *p*-values obtained either from the Wald test or the LRT were adjusted for multiple comparison testing using the Benjamini–Hochberg procedure (55), and genes were considered differentially expressed when adjusted *p*-values ≤ 0.05.

### Functional Enrichment Analysis: Overrepresentation Analysis and GSEA

Two different approaches were used according to our datasets, namely, ileum and liver datasets.

GSEA was performed on the ileum dataset with the GSEA software [version 4.0.3; (56)]. GSEA is the second generation of non-topology-based approaches (57) and eliminates the dependency on the gene selection criteria by taking all gene expressions into consideration. It assumes that phenotypic differences are manifested by small but consistent changes in a set of genes (such as expected with the ileum dataset, no challenge). Normalized counts from DESeq2 were used as input data in the software, and GSEA was run with the following parameters: c2.cp.reactome.v7.0.symbols.gmt (Reactome gene sets, 1,554 gene sets; curated gene sets in the MSigDB collections), 10 (number of permutations), no_collapse (gene symbols), and gene_set (permutation type; recommended for less than seven samples per phenotype/group). Gene sets were considered significantly enriched with FDR (*q*-values) ≤ 0.05 and nominal *p*-values ≤ 0.05 of the normalized enrichment scores.

Regarding the liver dataset, in order to identify expression pattern across conditions, the degPattern clustering function from the R package DEGreport (version 1.14.1) was applied to the VST transformed count matrix containing the genes with an adjusted *p*-value ≤ 0.1 (issued from LRT approach in DESeq2). Then, for each cluster of genes, a functional enrichment of Sus_scrofa.Sscrofa11.1 GO terms was performed using the enricher function of the R package clusterProfiler [version 3.6.0; (58)]. The conversion table Ensembl gene ID-GO term name was retrieved from the R package BioMart (59). In addition, exploratory analysis was performed with Clustvis (60).

### qPCR Validation of RNA-Seq Results

For verification of RNA-Seq results, we conducted quantitative reverse transcription PCR (RT-qPCR) assays on the same RNA samples as used for RNA-Seq (RNA isolation already described above). In addition, we extended this verification to all the piglets that were sampled at the same time as the piglets used for RNA-Seq (RT-qPCR on a total of 8 pigs/group).

The total RNA was used for first-strand cDNA synthesis using Maxima H Minus First Strand cDNA synthesis kit (Thermo Fisher Scientific) according to standard procedures. All the primers (Supplementary Table 5) were designed with the software Primer3 [(61); https://primer3plus.com/primer3web/primer3web_input.htm] and pre-experimentally validated (qPCR tests including program of temperature gradient and followed by electrophoresis gel for amplicon size confirmation). All RT-qPCR reactions were conducted on the Mastercycler ep Realplex (Eppendorf) using SYBR green chemistry (Kapa SYBR Fast Universal, Sigma). The thermal cycle conditions were as follows: 1 cycle of pre-incubation at 95°C for 3 min, 40 cycles of amplification (95°C for 10 s, 60°C for 20 s, and 72°C for 20 s), and melting curve program included at the end of the run. Relative gene expression was calculated using the 2^−ΔΔCt^ method with the geometric mean of the Cts from the four housekeeping genes HPRT1, RPL32, GAPDH, and ACTB serving for normalization [subtracting the Ct-values of individual target genes from the Ct-value of the housekeeping genes of the same sample (ΔCt-values)]. Next, the mean ΔCt for each experimental group and target gene was calculated and subsequently used for statistical evaluation and expressing the fold change (=2^−ΔΔCt^ value).

### Statistics Other Than for RNA-Seq Analysis

Statistical analysis was performed using GraphPad Prism version 8 for Windows (GraphPad Software, La Jolla, CA, USA). The Shapiro–Wilk method was used to test the normality of the data distribution. Factorial or two-way ANOVA (source of variation: OO, PFA, and interaction) followed by Tukey's multiple comparisons test was used for the body weight gain. The Pearson correlation coefficient was also determined as a measure of the linear correlation between qPCR fold changes and NGS fold changes.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE159583.

## Ethics Statement

The animal study was reviewed and approved by Office of the Lower Austrian Region Government, Group of Agriculture and Forestry, Department of Agricultural Law.

## Author Contributions

BG and GS designed the experiment and conceived the whole research study. BG and SF-S supervised the feeding trial and the samplings. BG and SI extracted the RNA from the tissue samples and coordinated the RNA-Seq. JLC executed the bioinformatics analysis. SF-S provided support in the bioinformatics activities. BG and JLC performed the functional enrichment analysis and prepared the manuscript. SI carried out the RT-qPCR analysis. BG, JLC, and SI analyzed and interpreted the data. All authors read and approved the manuscript.

## Conflict of Interest

All authors were employed by BIOMIN Holding GmbH.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Exploring With Transcriptomic Approaches the Underlying Mechanisms of an Essential Oil-Based Phytogenic in the Small Intestine and Liver of Pigs
**Source:** Front Vet Sci. 2021 Aug 11;8:650732. doi: 10.3389/fvets.2021.650732
**Supplement:** Supplementary file 4

**Supplementary Table 3:** composition of the diets

| Item | Normal diet | Oxidized oil diet |
| --- | --- | --- |
|  | | |
| Ingredient (% of the diet) |  |  |
| Wheat | 10.00 | 9.00 |
| Barley | 29.70 | 26.73 |
| Corn | 10.08 | 9.07 |
| Fresh rapeseed oil | 0.45 | 0.41 |
| Oxidized rapeseed oil | - | 10.00 |
| Fullfat soya | 15.48 | 13.93 |
| Maize pressure cooked | 10.08 | 9.07 |
| Potatoe protein | 5.04 | 4.54 |
| Dextrose | 5.04 | 4.54 |
| Palm kernel, cocos fat | 3.78 | 3.40 |
| Lactose | 3.78 | 3.40 |
| Lignocellulose | 1.35 | 1.22 |
| Mono calcium phosphate | 1.22 | 1.10 |
| Calcium carbonate | 0.95 | 0.86 |
| Sodium chloride | 0.45 | 0.41 |
| Magnesium phosphate | 0.27 | 0.24 |
| Vitamin and mineral premix^1^ | 0.89 | 0.80 |
| L-Lysine | 0.70 | 0.63 |
| L-Threonine | 0.26 | 0.23 |
| DL-Methionine | 0.27 | 0.24 |
| L-Valine | 0.14 | 0.13 |
| L-Tryptophane | 0.06 | 0.05 |
| Sweetener | 0.02 | 0.02 |
|  | | |
| ME, kcal/kg (calculated) | 3272 | 3641 |

^1^The vitamin and mineral premix provided the following per kg diet: 6.1 g calcium; 6.1 g phosphorus; 2.1 g sodium; 1.7 g magnesium; 14.0 g lysin; 5.3 g methionine; 9.1 g threonine; 2.5 g tryptophan; 9.4 g valin; 15600 IU vitamin A; 2000 IU vitamin D3; 150 mg vitamin E; 150 mg vitamin C; 4.0 mg vitamin K3; 3.1 mg vitamin B1; 8.5 mg vitamin B2; 5.8 mg vitamin B6; 50 µg vitamin B12; 62 mg nicotinic acid; 22 mg pantothenic acid; 900 mg choline chloride; 1250 µg folic acid; 150 µg biotin; 25 mg copper; 120 mg zinc; 60 mg manganese; 1.2 mg iodine; 0.5 mg selenium.

# Supplementary material for: Exploring With Transcriptomic Approaches the Underlying Mechanisms of an Essential Oil-Based Phytogenic in the Small Intestine and Liver of Pigs
**Source:** Front Vet Sci. 2021 Aug 11;8:650732. doi: 10.3389/fvets.2021.650732
**Supplement:** Supplementary file 6

**Supplementary Table 5:** Nucleotide sequence of primers for real-time qPCR

| **GENE** | **PRIMER SEQUENCE** | **AMPLICON SIZE** | **ENSEMBL ACCESS #** |
| --- | --- | --- | --- |
| *Housekeeping genes* | | | |
| ***HPRT1*** | F (300 nM) CAAGTTTGTGGTAGGCTATGC  R (300 nM) TGGCCACAGAACTAGAACATGT | 191 bp | ENSSSCG00000034896 |
| ***RPL32*** | F (300 nM) GGAGAAGGTTCAAGGGCCAG  R (300 nM) GGCTTTGCGGTTCTTGGAAG | 196 bp | ENSSSCG00000035811 |
| ***GAPDH*** | F (300 nM) TTGCCCTCAACGACCACTTC  R (300 nM) GTCCAGGGGCTCTTACTCCT | 121 bp | ENSSSCG00000000694 |
| ***ACTB*** | F (300 nM) GGACTTCGAGCAGGAGATGG  R (300 nM) AGGTAGTTTCGTGGATGCCG | 175 bp | ENSSSCG00000007585 |
| *Target genes for qPCR validation of RNA-Seq results* | | | |
| ***CCL20*** | F (300 nM) AACATCACAGCACTCCCAGG  R (300 nM) ATCGGAGGCAGCAGTCAAAG | 175 bp | ENSSSCG00000016254 |
| ***IRF7*** | F (300 nM) GGACCCCACTGACCCTCATA  R (300 nM) GCCTCAGCCTCTCACCAGTA | 167 bp | ENSSSCG00000012853 |
| ***TRAF2*** | F (300 nM) TTCTACACGAGCAGGTACGG  R (300 nM) TTCTGGTCCAGCAGCATCAG | 175 bp | ENSSSCG00000005838 |
| ***TOLLIP*** | F (300 nM) GCAACAGCAACAGCAGATCC  R (300 nM) GGTCACGCCGTAGTTCTTCG | 135 bp | ENSSSCG00000033033 |
| ***GSDMD*** | F (300 nM) GACGCCATGCACCTTGAAAG  R (300 nM) CACCTCCTTCTGCGTCTGG | 122 bp | ENSSSCG00000006955 |
| ***PEX11A*** | F (300 nM) CTTCACCAACCAGACCCAAG  R (300 nM) ACTGGCCTCCAGTTTCTTGA | 138 bp | ENSSSCG00000027052 |
| ***CPT1A*** | F (300 nM) AGGCCCTCAGGCAGATCTAT  R (300 nM) GGTCGATCTTGGCGTACATT | 161 bp | ENSSSCG00000012880 |
| ***NNAT*** | F (300 nM) ACTCGCTCTCAACCACCAAC  R (300 nM) CTGTGTCCCTGGAGGATTTC | 174 bp | ENSSSCG00000007336 |
| ***HS3ST2*** | F (300 nM) CTCTCCGGTGTCAACCACTC  R (300 nM) GGCCTCTTGAGTGACGAAAT | 272 bp | ENSSSCG00000036475 |
| ***SOD1*** | F (300 nM) GTGCAGGGCACCATCTACTT  R (300 nM) TCACCTTCAGCCAGTCCTTT | 85 bp | ENSSSCG00000021355 |
| ***TNXR1*** | F (300 nM) GGAGCTTCCCGAGATGTATG  R (300 nM) TGCAACCTACATTCACACACG | 179 bp | ENSSSCG00000000843 |
| ***CCL26*** | F (300 nM) CTGCTTCCAATACAGCCACA  R (300 nM) ATTTTTGCACCCATGTTTCC | 154 bp | ENSSSCG00000039874 |
| ***FABP3*** | F (300 nM) GCACCTGGAAGCTAGTGGAC  R (300 nM) AAACTCCACTCCCAGCTTGA | 196 bp | ENSSSCG00000036883 |
| ***MGLL*** | F (300 nM) GAGCCAGGACAAGACACTGA  R (300 nM) TCCTTTGGGAGACCCATGTA | 118 bp | ENSSSCG00000024134 |

All primers were used at a final concentration of 300 nM. DNase treatment was applied on all samples, and genomic DNA contamination was verified in the qPCR assays with the inclusion of RNA samples treated with DNase and non-reverse transcribed (ΔCt > 8 between cDNA and RNA treated with DNase and non-reverse transcribed samples was considered non-significant).

CCL20, C-C motif chemokine ligand 20; IRF7, interferon regulatory factor 7; TRAF2, TNF receptor associated factor 2; TOLLIP, toll interacting protein; GSDMD, gasdermin D;; PEX11A, Peroxisomal biogenesis factor 11 alpha; CPT1A, Carnitine palmitoyltransferase 1A; NNAT, Neuronatin; HS3ST2, Heparan sulfate-glucosamine 3-sulfotransferase 2; SOD1, Superoxide dismutase 1; TNXR1, Thioredoxin reductase 1; CCL26, C-C motif chemokine ligand 26; FABP3, Fatty acid binding protein 3; MGLL; Monoglyceride lipase.

How the deposited data were processed for this re-analysis (not part of the article)

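RNA was measured in the ileum of 10 piglets (5 control, 5 PFA) and the liver of 24 piglets (6 each for control, PFA, OO and OO + PFA), and the 10 ileum pigs also gave a liver library. According to the paper each diet was fed in 1 pen, so pen and diet cannot be told apart. The values are gene counts as deposited: the authors aligned the reads with STAR to Sscrofa11.1 and counted read pairs per Ensembl gene with HTSeq, and the counts were not normalized. The annotation release and the strand option of the counting were not stated in the paper or its supplementary files. The HTSeq totals for read pairs on no gene, on several genes or with several alignments were used to describe the libraries and left out of the library sizes. Whole-series count tables were not used, since the files of the single samples hold the counts used here. The percent of uniquely mapped reads comes from the paper's Supplementary Table 4.

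Symbols came from a gene name table, with 2 genes named from Supplementary Table 5. Positions and GC content were taken from Sscrofa11.1 for genes with a unique symbol, and GC content was available for 13752 genes. Among the genes tested this is 79.5% in the ileum and 79.9% in the liver, below the 80% needed for a check of all genes, so tests of GC content were also made in the genes with a GC value alone. For the respiratory chain list 63.0% of genes had a GC value, so its GC check is void.

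Counts were analyzed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3, and DESeq2 1.42.0 was an alternative. Tables were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. Library sizes were scaled by TMM, genes were filtered with filterByExpr, and log2 CPM used a prior count of 2. Genes were tested with edgeR's quasi-likelihood test, two-sided, and called at an adjusted p of at most 0.05 (Benjamini-Hochberg) with a fold change of at least 2, and across the 4 diets at the adjusted p alone. The liver fits held 23 libraries, without the OO + PFA pig that the paper left out. Where all libraries of a group had at most 3 counts, fold changes are given as bounds against 3 counts. The depth is the number of read pairs counted on genes, 18738055 to 42446834 per library, and a gene with 3 counts in a library is near the limit of what can be counted.

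Gene lists were written from known genes, and 3 from the core genes in the paper's Figure 1, before the data were examined, and tested with camera at a preset correlation of 0.01, 12 lists in the ileum and 6 lists in 3 comparisons in the liver, and with fry. Lists for cell types were used for checks. Outlying genes per pig were counted beyond 1.71 SDs from the mean of the diet. Clusters of at least 15 genes were formed from genes with an adjusted p of at most 0.1 across the diets by divisive clustering, re-implemented after degPatterns. GC content was corrected with a lowess curve per library (span 0.5). Separation of groups, list scores and correlations were tested by exact permutation, or by 100000 permutations. Each step was tested on simulated counts before it was run on the data. With 1000 genes moved 3-fold in 1 pig, 579 outlying genes were counted in it and at most 208 in another pig. With 200 genes changed at least 2-fold, 150 changed and 7 unchanged genes were called for OO + PFA against OO. The interaction had 121 and 3. Of 200 unchanged lists, camera called 3 and fry 14 at an unadjusted p under 0.05.

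The alternatives were DESeq2, other scaling factors, no filter or at least 10 counts in every library, a GC correction, a sex term from Y-linked counts, all 24 liver libraries, a term for the form of the library title or the percent of mapped reads, a fit of the 2 diets compared alone, and leaving out each pig in turn. Other settings were added later and are named as such. Quantitative PCR, histology, growth and the Reactome and gene ontology sets were not analysed here.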

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

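The tests of control pig C-110, of the B cell genes, of OO pig OO-97, of the genes higher in OO + PFA and of PPARA were chosen only after the result was seen, and the tests of pig P-134 before.

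A pig is named here when its gap to the nearest pig of its diet exceeds Dixon's 95% limit for the range of the diet. About 1 in 20 groups is expected to do so by chance. Among library measures 8 of 38 groups did (1.9 expected), among ileum lists and cell markers 2 of 36 (1.8 expected), among named ileum genes 12 of 56 (2.8 expected) and among named liver genes 4 of 68 (3.4 expected). The lists, markers and liver genes are thus near what chance gives. Pigs carry a code for the diet (C for control, P for PFA, OO, and OP for OO + PFA).

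Libraries stood apart as follows. Counts on genes were 41469893 for OO pig OO-97 and 42446834 for PFA pig P-67 in the liver, the highest of their diets. The 10 highest genes took 48.33% of counts in OO + PFA pig OP-77 and 34.84% in control pig C-80. Pig OP-77 had 36.62 multiply aligned read pairs per 100 on genes, and the paper's Supplementary Table 4 gives 65.39% mapped reads for it and 79.56% for OO pig OO-130. No biological explanation was tested.

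PFA pig P-134 had 1662 outlying genes in the ileum, against 179 in the next PFA pig. None of the 6 cell marker lists placed it outside the range of the other pigs (0 lists). Among PFA pigs alone, compared afterwards, it was highest for B cell markers (mean log2 CPM 1.863, next 1.435). It was also highest for macrophage and neutrophil markers (4.296, next 4.041), and in the other lists it lay inside the range. Different shares of cell types in this pig therefore stay open. In genes with a GC value, correction for GC content lowered its count from 1337 to 295, so GC content bias may account for most of this pattern. A biological difference of this pig stays open and untested. The CPM of pig P-134 was the highest among PFA pigs for COL18A1 (67.38), GSDMD (66.51), IKBKB (58.61), IRF3 (78.09), IRF7 (34.39), MMP15 (60.34), TOLLIP (9.678) and TRAF2 (20.1).

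Control pig C-110 had 484 outlying genes. Its count was 324 in genes with a GC value before and 324 after correction for GC content, which argues against that bias. It was lowest among controls for MMP9 (0.5902 CPM), NOTUM (0.8585 CPM) and the respiratory chain list (mean log2 CPM 5.362), and highest for UCHL5 (75.12 CPM). Control pig C-71 was highest for CCL20 (53.56 CPM). The cause was not tested further.

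The B cell markers of control pig C-80 had a mean log2 CPM of 5.983, against at most 1.876 in the other pigs. The gap to the mean of the other 9 pigs was 4.62 for the 7 genes. For the 6 with a GC value it was 4.91 before and 4.76 after correction for GC content, which argues against GC content bias as its main cause. More lymphoid tissue in that piece of ileum may explain it: the 7 genes tested rose together, and MS4A1 was at 126.3 CPM in it. Without pig C-80, the difference of these genes between the diets was -0.0583 (exact permutation test, two-sided, p = 0.841).

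Leaving out OO pig OO-97 raised the genes of OO against control from 153 to 508. With its counts thinned to the median of the other OO libraries the count was 1.065 times that with all its counts, which argues against the size of its library. In genes with a GC value, the ratio of calls without and with the pig fell from 3.05 to 1.44 after correction for GC content, so GC content bias may account for part of it.

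In OO + PFA, 433 genes were higher than in control, a comparison for which the paper gives no count. Of 365 such genes with a GC value, 135 were still higher after correction for GC content and 230 were not. GC content bias may thus account for part of them, while the genes that were still higher argue against it as the cause of the rest. With a term for the form of the library title, 412 genes were called in all, which argues against this batch. Of 100 splits of the libraries, 1 gave as many genes, the real one. The real split also has one of the largest differences in GC slope, 0.299 (exact permutation test, two-sided, p = 0.0130), with 2 of 100 splits as large, the real one included. The other of these, with 0.308, gave at most 25 genes, against 453 in the real split. As this is 1 split only, the splits do not separate diet from GC content bias. An effect of diet stays open, and pen and diet cannot be told apart.

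In the liver, PPARA was at 51.49 CPM in OO + PFA pig OP-137, against 22.9 in the next. This library has the PL form of title, and PL libraries were 0.505 log2 units above PigLiv libraries within the other diets (exact permutation test, two-sided, p = 0.0222), so the batch may add to it, though the pig lay 1.46 above the other OO + PFA pigs. DEF6 in control pig C-80 (7.401 CPM) and HS3ST3B1 (1.736 CPM) and IER5L (2.557 CPM) in OO + PFA pig OP-79 stood apart as well, and no explanation was tested.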

How the results depend on the processing

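The settings restricted to genes with a GC value, and DESeq2's clusters at an adjusted p of at most 0.05, were chosen only after the results were seen, and all others before the data were examined.

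With DESeq2, 2 genes were called in the ileum, and in the liver 401 for OO, 3 for PFA and 715 for OO + PFA against control, 25 for OO + PFA against OO, 155 for the interaction and 1787 across the 4 diets. The interaction had 2 genes with DESeq2's median-ratio size factors in edgeR, 2 with no filter on low counts and 3 with the sex term. The GC correction gave 6 genes for OO + PFA against OO, 271 for OO + PFA against control, 3 for the interaction and 868 across the 4 diets. In genes with a GC value only, the GC correction gave 7, 192, 6 and 805. With 24 libraries the counts were 1 for OO + PFA against OO, 918 for OO + PFA against control and 1113 across the 4 diets. The mapping term gave 452 for OO and 997 for OO + PFA against control, 1 for OO + PFA against OO and 1456 across the 4 diets. With only the 2 diets compared, OO against control had 99 and OO + PFA against control 773 genes.

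Leaving out each pig in turn gave 0 to 0 genes in the ileum (10 fits) and for PFA in the liver, where 401 and 1522 genes had an unadjusted p under 0.05 with all pigs. OO against control ranged from 84 (without OO pig OO-130) to 508 (without OO pig OO-97), with 400 without OO pig OO-74, and 94, 96 and 99 without control pig C-80, OO pig OO-102 and control pig C-85. OO + PFA against control ranged from 129 (without control pig C-71) to 481 (without control pig C-80). It was 131, 146 and 199 without control pigs C-100, C-110 and C-85, and 138, 218, 247 and 292 without OO + PFA pigs OP-79, OP-126, OP-137 and OP-98. The interaction ranged from 0 to 5 (without OO pig OO-102), the 4 diets from 297 (without control pig C-85) to 1450 (without OO pig OO-97), with 995 without OO pig OO-74 and 767 without PFA pig P-138, and OO + PFA against OO from 0 to 7 (without OO pig OO-102 or OO + PFA pig OP-105), with 3 without OO pig OO-97.

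Of the ileum lists, 10 of 12 were called by camera, 0 with camera with estimated correlation, 0 with fry, and 6 to 10 with 1 pig left out (6 without control pig C-110). Of the liver tests, camera called 9 of 18, 2 with estimated correlation and 3 with fry. Taken one by one, 36 values of 17 lists were weaker and 1 stronger in the alternatives, and 7 of 4 lists weaker with 1 pig left out. The direction of matrix metalloproteinases changed with the GC correction (adjusted p = 0.328), in genes with a GC value only with the GC correction (0.317) and without PFA pig P-138 (0.438), with a range of 0.244 to 0.961 over the pigs left out. For the antimicrobial list that range was 0.0819 to 0.961, and the direction changed without PFA pig P-75 (0.713). For PFA against control in the liver, the direction changed for Nrf2 target genes (0.922 with at least 10 counts in every library, 0.756 with the library title term, 0.924 in genes with a GC value only), fatty acid beta-oxidation (0.844 with the GC correction, 0.922 in genes with a GC value only) and peroxisome (0.999 with 24 libraries, 0.992 with the library title term, 0.995 in genes with a GC value only), all adjusted p-values from camera and none near its threshold.

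The cluster highest in OO had 0 genes with the library title term and 0 with DESeq2 at an adjusted p of at most 0.05. The reduction in OO + PFA was 4.45% for all genes at least 2-fold higher in OO, and 16.2% to 20.2% over the 6 fits with 1 pig left out that gave the cluster, without OO pigs OO-130 and OO-102. Leaving out OO pig OO-97 or OO-99 or OO + PFA pig OP-105, OP-126 or OP-137 gave no such cluster and no value. The separation of OO and OO + PFA livers had an exact permutation p of 0.135 to 0.381 with 1 pig left out, and 0.00866 with the GC correction in genes with a GC value only. PFA pig P-134 had 971 outlying genes on log2 CPM and 2089 with no filter on low counts, against 1662. Of 27 values of the other pigs 9 moved, 8 of them with no filter and 1 on log2 CPM (control pig C-71, from 131 to 82).

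For named genes, 4 values were weaker, 5 stronger and 2 reversed in the alternatives (192 of 203 the same), and with 1 pig left out 47 values of 8 results were weaker, 1 stronger and 2 reversed (794 of 844 the same). IRF9 was at 0.030 with the GC correction. The value of PPARA, liver OO + PFA against control, was -0.091 with 24 libraries and from -0.34 (without OO + PFA pig OP-137) to 0.24 (without control pig C-80), and -0.05 without control pig C-92.

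The difference of the PFA effect between ileum and liver had 0 genes in the same pigs, without or with a replicate block for the pig (739 and 720 genes at an unadjusted p under 0.05), and the libraries of 1 pig correlated more than those of different pigs (median r of 0.128 against -0.054 over all genes, with a lowest r of -0.181 for 1 pig, and 0.656 against -0.47 in the 100 genes that vary most between pigs).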

Differences from the paper's values

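DESeq2's clusters at an adjusted p of at most 0.05 were the only setting named here that was chosen only after the result was seen.

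In the ileum, 0 genes passed against the paper's 4. With DESeq2 the count was 2, and none of the alternatives set before the data were examined closed the gap. The genes the paper names changed 1.60-fold (PRR15), 1.45-fold (ANPEP) and 1.22-fold (UCHL5), below 2-fold, and 3.27-fold for NOTUM. By DESeq2's adjusted p alone, 5 genes passed, the paper's genes PRR15, ANPEP, UCHL5 and NOTUM among them.

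Across the 4 diets, 506 liver genes passed against the paper's 2762. None of the alternatives set before the data were examined closed the gap, and DESeq2 (1787) and the mapping term (1456) came nearest. The genes clustered were 1410 against the paper's 2762. Of the alternatives set before the data were examined, DESeq2 (2750) and 24 libraries (2369) closed this gap, and the library title term (1346) did not.

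For PFA against control in the liver, 0 genes passed against the paper's 4. Of the alternatives set before the data were examined, DESeq2 (3) closed the gap and the others (0 each) did not, and 1522 genes had an unadjusted p under 0.05. Of the 3 genes of DESeq2, DZANK1 and CCDC159 have names that the paper does not give. ENSSSCG00000032058 has no symbol, and PLPPR2 and RF00231 were not found in the gene name table. Whether it is one of these genes of the paper was therefore not settled. DESeq2 gave ARHGEF28 and DEF6 no adjusted p.

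For OO against control, 153 genes passed against the paper's 401. Of the alternatives set before the data were examined, DESeq2 (401) and the mapping term (452) closed the gap. The other scaling factors, both filters, the GC correction, the sex term, 24 libraries, the library title term and a fit of only the 2 diets compared did not, with 99 to 207 genes.

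The paper gives NNAT as the gene with the highest fold change in OO. ENSSSCG00000022295 had a higher fitted fold change, 70.8 against 44.4 for NNAT, with an adjusted p of 0.0691 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and with DESeq2 53.7 (adjusted p = 0.00423) against 44.8. The paper reports lower activity of its antimicrobial peptide gene set with PFA in the ileum, and lower expression for some antimicrobial peptides. The list of 9 such genes used here had an adjusted p of 0.523 (camera with Benjamini-Hochberg adjustment), with 4 genes lower and 5 higher. The difference thus concerns the list as a whole, not the paper's statement on some of the peptides.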

Other observations

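The tests of the collagen chains, of the OO effect within PigLiv libraries, of the shared differences between pigs, of the GC slopes of other splits, of the principal components and of the gene lists in other splits were chosen only after the result was seen.

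In the ileum, the 0 genes of PFA against control (401 at an unadjusted p under 0.05) say little by themselves, since 100 of 100 splits of the libraries gave as many or more, 12 gave at least 1 gene, and 1 gave 761. The 4 splits with the most genes are also those with the largest difference in GC slope, 0.308 or more against 0.144 for the real split, so GC content bias may be what these splits show. The first principal component of the ileum libraries held 39.4% of the variance and followed the GC slope (Pearson's r of 0.983 over 10 libraries, permutation p = 1e-05, the smallest that 100000 permutations can give, Spearman's rho of 1, and r of 0.983 without the 2 farthest libraries).

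The lists in the ileum may still carry an effect of PFA. Of 100 splits, 3 gave as many lists past camera's threshold, the real one included, though the median split gave 5 lists. In 14 splits, the real one included, all 5 immune and matrix lists passed camera's threshold, and in each of these in 1 direction. Splits with 1 direction but fewer lists past the threshold are not in this count. Both counts include the paper's 3 core lists, which were picked on the real diets of these pigs and can favor the real split. After correction for GC content, 9 lists passed in genes with a GC value, which argues against GC content bias as their only cause, while the collagen chains were lost (adjusted p = 0.126, camera with Benjamini-Hochberg adjustment). The GC-corrected scores of the TNFR1 and collagen degradation genes, which the paper picked on the same pigs, placed 5 of 5 PFA pigs below every control pig (exact permutation test, two-sided, p = 0.00794, adjusted p = 0.0714). The paper's core genes of interferon signaling, also picked on these pigs, had p = 0.159 in this test (adjusted p = 0.510). For them, 2 of 5 PFA pigs lay below every control pig. Lists not picked on these pigs had p of 0.198 (interferon-stimulated genes), 0.119 (NF-kB) and 0.540 (collagen chains) in the same test. Different shares of B cells stay open: without control pig C-80 the difference of the B cell genes was -0.0583 and all 5 immune and matrix lists still passed camera (highest adjusted p = 0.00135), which counts against them, but over the 10 pigs their score rose with that of the NF-kB list (Pearson's r of 0.507, permutation p = 0.105, 0.176 adjusted by Benjamini-Hochberg over 5 relations, Spearman's rho of 0.830, permutation p = 0.0051, and r of 0.699 without the 2 farthest pigs, all two-sided). For the interferon-stimulated genes the relation to the B cell score was weaker (Pearson's r of 0.112, permutation p = 0.775, Spearman's rho of 0.406, permutation p = 0.250). For the 3 core lists rho was 0.649 to 0.794 (permutation p from 0.0095 to 0.0487). As fry and the estimated correlation called no list, an effect of PFA remains a hypothesis.

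For OO against control in the liver, 5 of 100 splits gave as many genes, the real one included. The other 4 have the largest differences in GC slope of all splits drawn, 0.298 or more, so GC content bias may explain them. The real split has a difference of 0.114, and 44 of the 100 splits have one as large, which argues against GC content bias as the cause of the OO effect. With the sex term 115 genes were called, which argues against different numbers of males and females. The fat oxidation lists may thus reflect the diet or the pen, and the PPAR-alpha target genes had a p as small in 1 of 100 splits, the real one. In all, 35 of 100 splits gave as many liver list calls, the real one included (median 7).

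For the smaller OO effect in OO + PFA, choosing genes for a high value in OO can give a reduction by itself. It was from -5.73% to 17.5% with a median of 2.58% in simulated counts with 1 true mean. Of 40 relabelings drawn of the OO and OO + PFA pigs, 34 gave such a cluster. In 4 of these 34, a share of 0.118, the reduction was as large as the observed 18.9%. None of the 28 simulated draws that gave such a cluster was as large. These draws simulated each gene independently and clustered more genes than the 1410 of the data. They thus cannot bound what the choice of genes alone accounts for. Differences shared by the genes of a pig may account for all of the reduction. Within the forms of the library title it was 16.1% (PigLiv) and 14.6% (PL), and 13.4% and 5.19% in list genes chosen from the OO and OO + PFA pigs together. The reduction is thus present in the 3 OO and 4 OO + PFA pigs of the PigLiv form, where this batch is the same, but the latter genes did not pass there (mean difference of -0.20 log2 units, exact permutation test, two-sided, p = 0.0571), and the PL form has 1 OO + PFA pig. A difference between these batches and an effect of diet cannot be told apart by these values. For OO + PFA against OO, the interaction and PFA against control no gene was called, so 100 of 100 splits gave as many, which says nothing by itself. At an unadjusted p under 0.05, 20, 5 and 9 of 100 splits gave as many genes, the real one included. For the 4 diets 1 of 100 splits gave as many genes, the real one. A weaker effect of OO with PFA stays a hypothesis.

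Among 417 genes raised in the OO and OO + PFA pigs together, 351 were higher and 66 lower in OO + PFA than in OO, while 14 of the 16 fat oxidation genes among them were lower. After correction for GC content in genes with a GC value, 86 of 133 such genes were higher and 47 lower, with 16 of 16 fat oxidation genes lower. The mean of the other genes was 0.69 log2 units before (331 genes in all) and 0.37 after this correction. The contrast between the fat oxidation genes and the others lies near the threshold (exact permutation test, two-sided, p = 0.0584 over all relabelings and 0.0429 over those within the forms of the library title), so differences between pigs unrelated to diet may still explain it. After correction for GC content in genes with a GC value p was 0.0217, and 0.0143 within the forms of the title, which argues against GC content bias as its cause.

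The first principal component of the OO and OO + PFA livers may reflect GC content bias, with r of 0.995 to the GC slope. After its correction in genes with a GC value, the separation of the diets had an exact permutation p of 0.00866, one-sided, and of 0.0667 at most with 1 pig left out (pig OP-137), so this bias may hide a difference of the diets over all genes.

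The difference of the PFA effect between ileum and liver had 0 genes (739 at an unadjusted p under 0.05), and 100 of 100 splits gave as many, with 28 of 100 giving as many at an unadjusted p under 0.05. ENSSSCG00000038068, singled out after its values were seen, was present or nearly absent in the same pigs in both tissues: PFA pigs P-107, P-134, P-138 and P-95 had 900, 287, 1064 and 916 counts in the ileum and 782, 516, 735 and 437 in the liver, and PFA pig P-75 had 2 and 2. Control pigs had at most 27 counts in the ileum, and control pig C-85 had 677 in the liver. In the liver, PFA pig P-67 had 0. OO pigs OO-88 and OO-99, fed no PFA, had 278 and 564, and the other OO pigs at most 24. OO + PFA pigs OP-79, OP-98 and OP-105 had 448, 201 and 663, and OP-77, OP-126 and OP-137 had 0, 1 and 2. Presence in the liver thus did not follow PFA alone. The cause was not tested.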
